# Thrombospondin-1 in a Murine Model of Colorectal Carcinogenesis

**DOI:** 10.1371/journal.pone.0139918

**Published:** 2015-10-13

**Authors:** Zenaida P. Lopez-Dee, Sridar V. Chittur, Hiral Patel, Aleona Chinikaylo, Brittany Lippert, Bhumi Patel, Jack Lawler, Linda S. Gutierrez

## Abstract

Colorectal Cancer (CRC) is one of the late complications observed in patients suffering from inflammatory bowel diseases (IBD). Carcinogenesis is promoted by persistent chronic inflammation occurring in IBD. Understanding the mechanisms involved is essential in order to ameliorate inflammation and prevent CRC. Thrombospondin 1 (TSP-1) is a multidomain glycoprotein with important roles in angiogenesis. The effects of TSP-1 in colonic tumor formation and growth were analyzed in a model of inflammation-induced carcinogenesis. WT and TSP-1 deficient mice (TSP-1^-/-^) of the C57BL/6 strain received a single injection of azoxymethane (AOM) and multiple cycles of dextran sodium sulfate (DSS) to induce chronic inflammation-related cancers. Proliferation and angiogenesis were histologically analyzed in tumors. The intestinal transcriptome was also analyzed using a gene microarray approach. When the area containing tumors was compared with the entire colonic area of each mouse, the tumor burden was decreased in AOM/DSS-treated TSP-1^-/-^ versus wild type (WT) mice. However, these lesions displayed more angiogenesis and proliferation rates when compared with the WT tumors. AOM-DSS treatment of TSP-1^-/-^ mice resulted in significant deregulation of genes involved in transcription, canonical Wnt signaling, transport, defense response, regulation of epithelial cell proliferation and metabolism. Microarray analyses of these tumors showed down-regulation of 18 microRNAs in TSP-1^-/-^ tumors. These results contribute new insights on the controversial role of TSP-1 in cancer and offer a better understanding of the genetics and pathogenesis of CRC.

## Introduction

Thrombospondins (TSP-1 through -5) are multimodular glycoproteins secreted into the extracellular matrix. TSP-1 (also called THBS1) is a 450 kDA protein recognized as an inhibitor of angiogenesis. It plays a vital role in development, inflammation and cancer as well. Studies have shown that TSP-1 inhibits cell proliferation and induces apoptosis. It is well known that some of the anti-angiogenic functions of TSP-1 are carried out by its interaction with the receptor CD36. By this mechanism, TSP-1 is able to inhibit VEGF-A and down regulate VEGFR2 phosphorylation [1,2]. The suppression of VEGFR2 phosphorylation is accomplished by the binding of SHP-1 (SRC homology 2 domain containing protein tyrosine phosphatase 1) with the VEGFR2/CD36 signaling complex [3]. TSP-1 also inhibits angiogenesis by interacting with nitric oxide in endothelial and vascular smooth muscle cells [4]. The inhibition of angiogenesis is just one of the mechanisms by which TSP-1 may suppress tumorigenesis [5]. It has been reported that Kras can interact with TSP-1 in lung cancers in a p53-dependent manner. TSP-1 can stabilize p53 by interacting directly with ERK [6]. TSP-1 binds and activates TGFβ1, regulating cytokine response and secretion of other growth factors [7].

Several studies, however, have shown that TSP-1 promotes angiogenesis [8] and favors cancer progression [9]. These contradictory results suggest that the biological activities of TSP-1 could depend on the conformation and concentration of TSP-1, which may be dependent on the tumor-type [10].

The expression of TSP-1 in CRC seems to be ambiguous. TSP-1 expression in human CRC was not different than the observed in normal colons in one study [11]. In contrast with these results, its expression was found correlated with decreased angiogenesis and good prognosis in CRC [12]. TSP-1 expression could be regulated in a post-transcriptional manner by microRNAs (miRNAs). As an example, inhibition of TSP-1 by miR-194 promoted angiogenesis and tumor growth of colonic carcinoma xenografts [13].

Apc^Min^ mice with a deficiency of TSP-1 showed an increase in adenoma numbers and developed earlier carcinomas when compared with Apc^Min^ mice controls. Interestingly, no differences in tumor vascular density were found between these mice and their control littermates [14]. The sequence adenoma-carcinoma on sporadic human CRC differs greatly from cancers originated from the transition from chronic inflammation to dysplasia-carcinoma.

Elevated levels of TSP-1 have been detected in experimental models of colitis and patients affected with inflammatory bowel disease (IBD) [15], [16]. IBD includes ulcerative colitis and Crohn’s disease [17]. These idiopathic diseases seriously diminish the quality of life of afflicted individuals and significantly increase the risk for colorectal cancer.

The treatment with azoxymethane (AOM) combined with DSS is a well-established model for the study of colorectal carcinogenesis resulting from chronic inflammation as it occurs in IBD [18]. DSS causes inflammation and induces colitis while the carcinogen AOM increases the probability that the inflammation will progress into cancer [19]. The gene expression profile [20] and the protein profile [21] of AOM-DSS treated WT mice have been reported. In addition, a reference gene expression dataset for normal human colonic epithelium is available for use in comparisons of diseased or neoplastic tissues in colon-related studies [22]. Results of a previous study using TSP-1^-/-^ mice treated with DSS showed changes suggestive of a more intense colitis. TSP-1^-/-^ mice displayed severe signs of rectal bleeding, a higher level of crypt damage, deeper lesions, as well as enhanced inflammation and angiogenesis compared to the WT controls [23,24]. Peptides derived from the type 1 repeats of TSP-1 have been used as treatment for abating the inflammatory response in mice with induced colitis [25]. These results indicated that particular sequences of TSP-1 might have specific effects in the inflammatory response and angiogenesis in the DSS model.

The present study aims to better elucidate the role of TSP-1 in carcinogenesis induced by inflammation. Tumor burden in AOM/DSS treated mice was analyzed. The morphological features of TSP-1^-/-^ tumors as well as their proliferation status and angiogenic potential were examined. In addition, a gene microarray approach was used to analyze the transcriptional profile of TSP-1^-/-^ tumors and compared with the transcriptional profile of TSP-1^-/-^ normal untreated colons. The results herein indicate that the lack of TSP-1 actually reduced the tumor burden but TSP-1^-/-^ tumors showed more angiogenesis and higher proliferation rates. Gene transcripts that might contribute to these results are discussed as well. The results shown herein indicate that TSP-1 could significantly regulate tumorigenesis in a temporal-spatial manner, promoting angiogenesis and proliferation once tumors are fully developed.

## Materials and Methods

### Animals and treatments

All the animal procedures were performed following the U.S. National Institutes of Health (NIH) guidelines and with the approval of the Wilkes University Institutional Animal Care and Use Committee (Wilkes IACUC protocol # 189).

Seven week-old male WT and TSP-1^-/-^ mice of the C57BL/6 strain (purchased from The Jackson Laboratory, Bar Harbor, ME) were used in this study. DSS with a molecular weight of 36,000–50,000, (MP Biomedical, LLC, Aurora, OH) was dissolved in the drinking water (distilled) of WT (n = 46) and TSP-1^-/-^ (n = 56) mice at a dilution of 1.5% (wt/vol) and administered to 7-week old mice for four cycles, each lasting 7 days, to induce colitis. Mice were given plain water for two weeks between each DSS cycle. A single intraperitoneal injection (10 mg/kg) of the carcinogen AOM was given to the same mice one week before the first DSS cycle. To evaluate only tumors and not inflammatory pseudopolyps, mice were sacrificed 4 weeks after the last DSS treatment. All the treated mice were sacrificed 15 weeks after the AOM injection. AOM/DSS treated mice, as well as WT (n = 7) and TSP-1^-/-^ (n = 7) untreated control mice were sacrificed by CO_2_ asphyxiation.

### Tumor and dysplasia quantification

Intestines were removed, opened longitudinally and rinsed with ice-cold phosphate buffer solution (PBS) then fixed overnight in Histochoice MB (Electron Microscopy Sciences, Hatfield, PA). Tissues were transferred to 15 ml tubes and coded. Grossly visible tumors were counted and diameters measured with a caliper. Tumor area and total colon area were measured and the percentage of tumor area per total colon area was calculated. Evaluations were performed without any knowledge of the genotype of the mice or type of treatment. Colonic tissues were processed, sectioned and stained with hematoxylin and eosin (H&E) for histological evaluations.

### Histology and inflammation grade analyses

Sections were stained with H&E for histopathological analysis. The entire colon was analyzed for dysplasia; the presence of dysplasia was confirmed under high-power magnification, ×400. The number of fields of vision was counted, and the percentage with dysplasia was calculated as the number of dysplastic segments per field. Inflammation was graded as follows: 0, no inflammation; 1, modest numbers of infiltrating leukocytes in the lamina propria; 2, infiltration of leukocytes leading to separation of crypts and mild mucosal hyperplasia; 3, massive infiltration of inflammatory cells accompanied by disrupted mucosal architecture and complete loss of goblet cells. Slides were double-coded before pictures were taken and frames blindly analyzed in a monitor.

### Immunohistochemistry (IHC)

Colon tissue sections were deparaffinized by using xylene series and hydrated through graded ethanol series (100%, 95%, 70%). After rinsing in tap water, tissue sections were incubated in a hydrogen peroxide blocking solution for 10 minutes. The sections were then washed with PBS and incubated for 1 hour in a working solution of anti M.O.M.^TM^ Mouse Ig Blocking Reagent (Vector Laboratories, Burlingame, Calif., USA). Tissue sections were again washed in PBS and then incubated in ready-to-use 2.5% normal horse or goat serum (Vector Laboratories) for 30 minutes. Sections were then incubated overnight with the following primary antibodies: WIF-1, SSTR-1 (somatostatin receptor 1), group II PLA2g2 (phospholipase A2) and CD31 (Santa Cruz Biotechnologies, Santa Cruz, Calif., USA), neurotensin (Novus Biologicals, Littleton, CO), PCNA (proliferating cell nuclear antigen) and MECA-32 (Biolegend, San Diego, CA). Sections were then washed with PBS the next day and incubated for 30 minutes in the anti-rabbit, anti-rat or anti-mouse M.O.M.^TM^ ImmPRESS^TM^ Reagent (Vector Laboratories). Tissues were again washed in PBS and then incubated in a peroxidase substrate solution, ImmPACT^TM^ DAB (Vector Laboratories) as chromogen.

### Angiogenesis and proliferation analyses

Colonic sections stained with antibodies against MECA-32 and CD31 were first scanned at low magnification to identify tumors. Multiple pictures were taken covering the entire area of the tumors at x400 magnification. Pictures were coded and counting of blood vessels was performed by multiple observers using the Leica application suite (LAS) V3.7 system. Sections stained with PCNA were also screened for tumors and each tumor area photographed and coded for further analyses. Pictures were blindly analyzed and the rate of PCNA positive cells was calculated as the number of positive PCNA nuclei over the total number of cells in each picture.

### Microarray experiments

Total RNA isolation and processing for microarray hybridization were as previously described [25]. RNA from normal and diseased colonic tissues of at least three mice from the AOM-DSS treated (TSP-1^-/-^ and WT) and three mice each from untreated TSP-1^-/-^ and WT were submitted to the Center for Functional Genomics, University of Albany, Rensselaer, New York, for microarray processing and statistical analysis. The MIAME guidelines for microarray experiments were followed.

### Microarray Data Analysis

The signals were quantile normalized using PLIER16 algorithm and baseline transformed to the median of all 12 samples. The log2 normalized signal values were then filtered to remove entities that showed signal in the bottom 20th percentile across all samples. The list was further filtered to only include entities in which at least one out of four conditions had a coefficient of variation CV < 25.0 percent (i.e., to remove probes that are highly variable across replicates in a condition). The list was then subjected to ANOVA (p<0.05) with Benjamini Hochberg False Discovery Rate correction (p<0.05) applied. A two-fold filter was applied to identify genes that are differentially expressed between any two specific conditions. Microarray data have been deposited in the Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE60805.

### Statistical Analysis

Data were analyzed for significance by a one-way analysis of variance (ANOVA). Calculations were performed using the Stat-View system for Macintosh (Abacus Concepts, Berkeley, CA, USA). A p value <0.05 was considered significant.

## Results

### Colons of mice deficient in TSP-1 showed fewer AOM/DSS induced tumors

Lesions in the WT mice were characterized by multiple coalesced tumors flanked by small areas of intervening normal mucosa. However, grossly detected tumors in TSP-1^-/-^ colons consisted of isolated polyp-like lesions separated by wide areas of normal mucosa, (Fig 1A and 1B). When the area containing tumors was compared with the entire colonic area of each mouse, the tumor burden was decreased in AOM/DSS-treated TSP-1^-/-^ versus WT mice (p = 0.0060), (Fig 1C). Tumor areas developed in TSP-1^-/-^ mice showed an average area size of 1.71 mm^2^, whereas coalesced WT tumor areas measured an average of 3.45 mm^2^. However, no significant differences were detected when the diameters of each tumor were compared between the two groups (p = 0.9602). Microscopic dysplastic foci were analyzed in TSP-1^-/-^ and WT colons (Fig 1D and 1E, respectively). No significant differences were observed in the number of dysplastic lesions per field when the entire colon was evaluated by histology (p = 0.1486, Fig 1F). In addition, the inflammation grades in the colons were not significantly different between the two genotypes by the end of the study (p = 0.4092). These results suggest that endogenous TSP-1 does not protect against the initial mutational effects of AOM.

**Fig 1:**
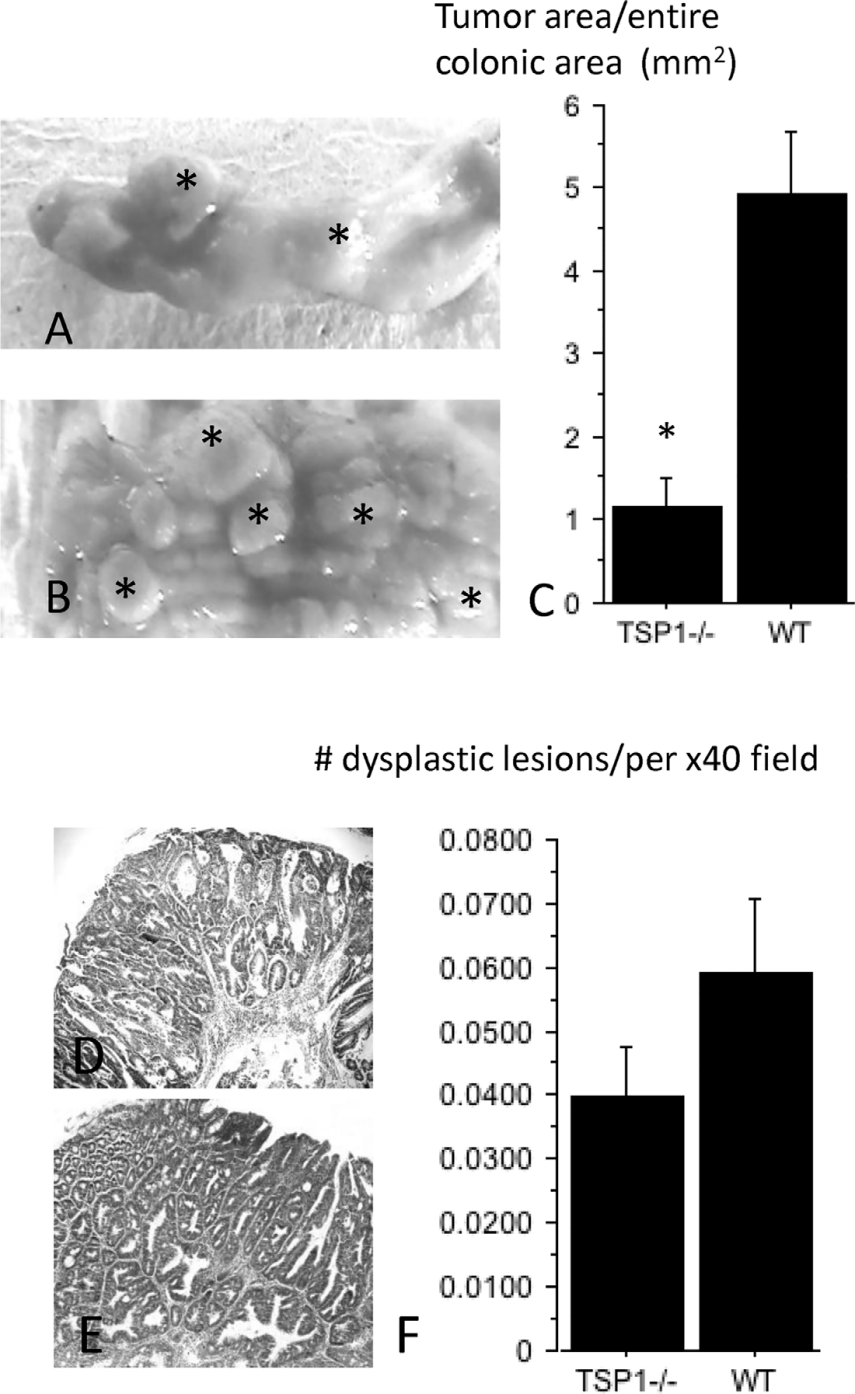
Gross and microscopic features of AOM/DSS tumors originated in WT and TSP-1^-/-^ colons. Tumors in TSP-1^-/-^ colons (A, asterisks) consisted of well-delimited polypoid lesions separated by wide areas of normal mucosa. WT tumors (B, asterisks) were grossly characterized by multiple coalescing tumors delimited by little intervening normal mucosa When the area containing tumors was compared with the entire colonic area of each mouse, the tumor burden was decreased in AOM/DSS-treated TSP-1^-/-^ versus WT mice (p = 0.0060), (C). All the microscopic dysplastic foci were analyzed in TSP-1^-/-^ (D) and WT colonic sections (E). No significant differences were observed in the number of dysplasic lesions detected by microscopic field (p = 0.14) (F).

### Tumors of TSP-1 deficient mice had higher proliferation rates and more microvessels

Blood vessels were blindly evaluated in each tumor section stained with MECA and CD31 antibodies in TSP-1 deficient (Fig 2A) and WT colons (Fig 2B). Tumors lacking TSP-1 showed significantly higher number of microvessels as compared to the WT mice (Fig 2C) (p = 0.0159). IHC for PCNA was performed and positive nuclei were counted in the tumor sections of TSP-1-deficient mice (Fig 2D) and WT mice (Fig 2E). PCNA rates were significantly higher in tumors of TSP-1^-/-^ mice compared to WT tumors (p<.0001), (Fig 2F). Proliferation and vascular density were analyzed only in fully developed polypoid tumors.

**Fig 2:**
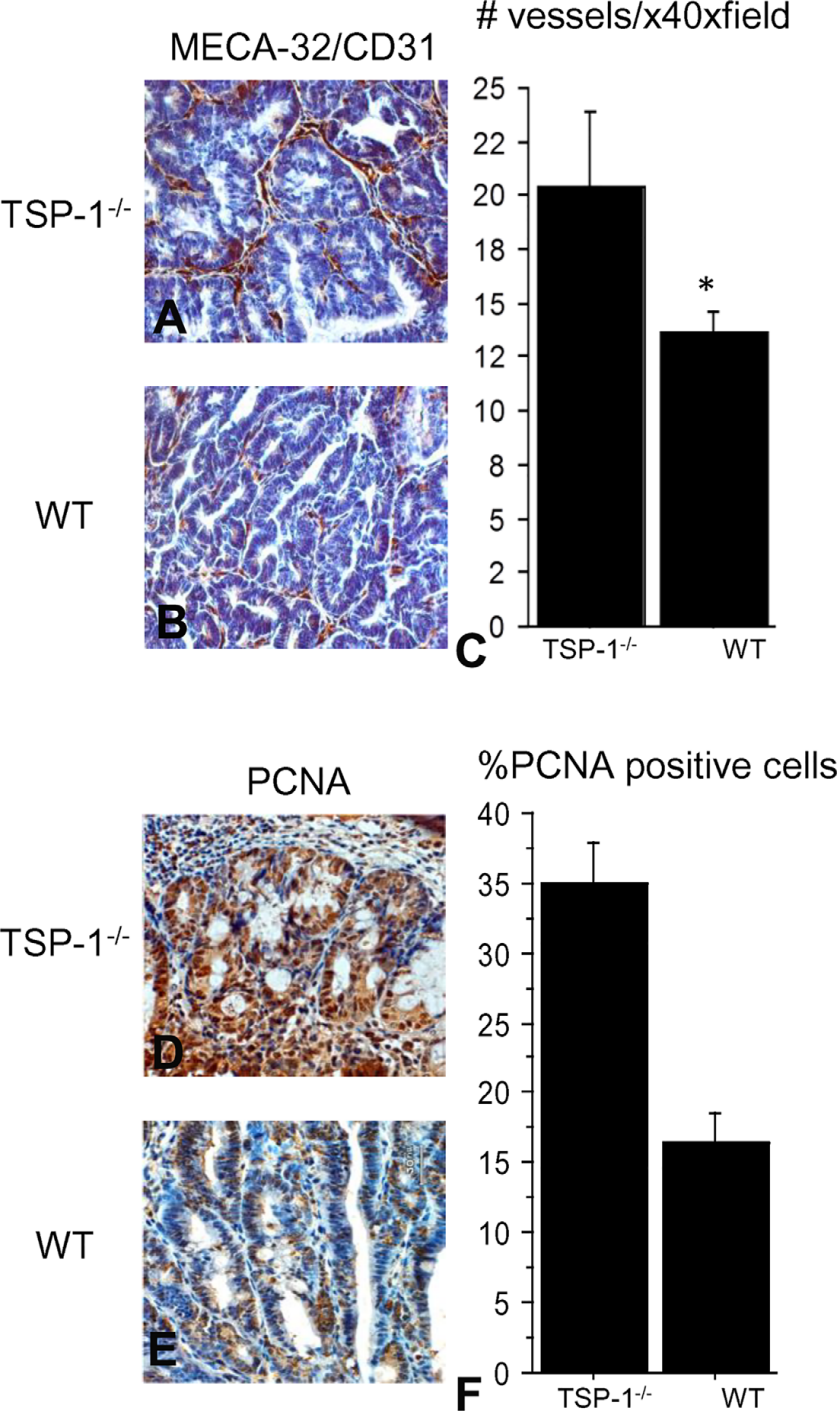
Analysis of microvascular density (MVD) and proliferation in TSP-1^-/-^ and WT tumors. Blood vessels were blindly evaluated in each tumor section stained with MECA and CD31 antibodies in TSP-1^-/-^ (A) and WT colons (B). Tumors lacking TSP-1 showed significantly higher MVD as compared to the MVD in the WT tumors (p = 0.0159), (C). IHC for PCNA was performed and positive nuclei were counted in the tumor sections of TSP-1 deficient mice (D) and WT mice (E). PCNA rates were significantly higher in tumors of TSP-1^-/-^ mice compared to WT tumors (p<.0001), (F).

### A set of novel genes were deregulated in the AOM/DSS treated TSP-1 deficient mice

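Colon RNA of WT and TSP-1-/- mice was measured on Affymetrix MoGene 1.0 ST arrays, 1 array per mouse and 3 mice in each of 4 groups: WT and TSP-1-/- mice given AOM/DSS, and WT and TSP-1-/- mice given water. AOM is a mutagen that acts on the colon, and DSS in the drinking water injures the colonic epithelium; together they produce inflamed colons with tumors. The treated mice received 10 mg/kg AOM and 4 cycles of 7 days of 1.5% DSS, and were killed 15 weeks after AOM. The authors summarised the probe signals with PLIER16, quantile normalized the log2 values and set each probe relative to its median over all 12 samples. On the 6 AOM/DSS arrays the 28853 probes are on that baseline: the means that the paper's S1a Table gives for 377 of its 422 genes (the part read here) each match exactly 1 probe within 0.0001. The 6 water arrays are on another baseline, since none of the 377 genes has matching water means (median absolute log2 difference 0.385 in TSP-1-/- and 0.421 in WT). More than a baseline differs, since TSP-1-/- water minus WT water correlates with the paper's values at 0.767 over these genes. The labels of these 6 arrays carry the protocol of an earlier DSS study, so whether the water mice were part of the same experiment is not known. Genotypes were therefore tested within the AOM/DSS arrays and within the water arrays, with limma fitted to all 12 arrays; a probe was called at a Benjamini-Hochberg adjusted p under 0.05 and at least a 2-fold difference. AOM/DSS was set against water in 2 other ways, both chosen after the values were seen. Where all 6 AOM/DSS values of a probe lie on one side of its 12-array median, all 6 water arrays lie on the other side (exact 2-sided p = 0.00216, n = 6 and 6), and the AOM/DSS means give the least size of the change. Elsewhere the water values of each probe were moved so that the median of the 12 arrays is 0, which gives estimates set across separately normalized arrays, without a p. Treatment and array set cannot be told apart in these 2 comparisons, and 3 arrays per group limit the precision of every value.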

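Treated TSP-1-/- colons had higher transcript levels than treated WT colons for neutrophil and Wnt pathway genes, and lower levels for genes of drug and steroid metabolism. Of 17 neutrophil and monocyte genes, 8 were called higher and 0 lower (12 higher adjusted over the list alone, median log2 difference 1.75, camera adjusted p = 2.67e-06, adjusted p = 0.435 with an estimated correlation). Cxcr2 (probe 10347291), the receptor that draws neutrophils to CXC chemokines, rose by log2 4.58 (23.9-fold, adjusted p = 0.0184). Its adjusted p was 0.0647 without WT AOM/DSS replicate 3 and 0.0570 without TSP-1-/- AOM/DSS replicate 3. Defa24 (probe 10570735), a Paneth cell defensin that kills bacteria, rose by log2 4.95 (30.9-fold, adjusted p = 0.00933) and was called whichever array was left out. Of 22 genes of drug and steroid metabolism, 0 were called higher and 11 lower (16 lower adjusted over the list alone). Their median log2 difference was -1.21 (camera adjusted p = 1.71e-11, adjusted p = 0.425 with an estimated correlation). The list median was -1.78 on TSP-1-/- AOM/DSS replicate 3, against -0.72 and -0.71 on replicates 1 and 2. It was -0.32 on WT AOM/DSS replicate 1, against 0.37 and 0.57 on WT replicates 2 and 3. Among the transporters, Stra6 (probe 10585803), which takes up retinol, rose by log2 3.06 (adjusted p = 0.00260) and Atp6v0d2 (probe 10511779), a subunit of the vesicular proton pump, by log2 2.93 (adjusted p = 0.000334), both whichever array was left out. Slc51a (probe 10439068), the basolateral bile acid transporter that the paper lists as Osta, was lower by a log2 difference of -3.42 (adjusted p = 0.0170, 0.0629 without WT AOM/DSS replicate 3). After quantile normalization of the 12 arrays again, Atp6v0d2 kept its call, and Cxcr2, Defa24, Stra6 and Slc51a did not (adjusted p = 0.0853, 0.0643, 0.0855 and 0.0542). The log2 differences then were 1.71 for Atp6v0d2, 2.74 for Cxcr2, 2.21 for Defa24, 1.38 for Stra6 and -3.35 for Slc51a. Quantile normalization gives every array the same distribution. Here it was run on values relative to a baseline, whose SD ran from 0.293 to 0.753 between arrays. It changes the sizes by construction, so a call lost in this setting does not decide whether a difference is real. Table 1 was chosen by the study on these same arrays and is not independent evidence: 18 of its 19 higher genes were used here, with 20 probes, of which 15 were called higher (20 adjusted over the list alone, median 3.19, adjusted p = 1.16e-13, adjusted p = 0.425 with an estimated correlation). Of its 16 lower genes (1 probe each) 15 were called lower (16 adjusted over the list alone, median -2.67, adjusted p = 3.14e-15, adjusted p = 0.425 with an estimated correlation). Of the 27 called Table 1 genes with a single symbol, 8 were called whichever array was left out. Without WT AOM/DSS replicate 3, 8 of the 27 had an adjusted p under 0.05. This number was 9 without TSP-1-/- AOM/DSS replicate 3 and 13 without WT AOM/DSS replicate 2. It was 6 after quantile normalization of the 12 arrays again, and 4 with only the 2 AOM/DSS groups in the fit. On WT AOM/DSS replicate 1, 12 of the 20 probes of higher and 14 of the 16 of lower Table 1 genes lay nearer to the TSP-1-/- mean than to the mean of the other two WT arrays. On TSP-1-/- AOM/DSS replicate 3, 10 pancreatic enzyme genes had a median of 6.01, against -0.09 and 0.00 on the other two TSP-1-/- arrays. Of the classes here, the paper names defense response, transport, Wnt signaling and metabolism for Table 1. It names no class of neutrophil, drug and steroid metabolism or pancreatic enzyme genes.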

The treatment of TSP-1^-/-^ mice with AOM-DSS resulted in significant deregulation of genes involved in cell transcription, canonical Wnt signaling, transport, defense response, regulation of epithelial cell proliferation and metabolism (Table 1). A fold-change cutoff of > = 2.0 was used and 342 differentially expressed genes in the treated vs. untreated TSP-1^-/-^ were detected. 

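Many colon transcripts lay higher or lower on the AOM/DSS arrays than on the water arrays, in both genotypes. All 6 AOM/DSS arrays lay above all 6 water arrays for 582 probes and below them for 1159 (exact permutation p = 0.00216 each, n = 6 and 6, 31.2 expected per side by chance). The largest least increases, taken as the smaller of the 2 genotypes, were those of Cpa3 (probe 10497451), a mast cell carboxypeptidase (2.62-fold), Mt4 (probe 10574013), a metallothionein that binds zinc (2.03-fold), and H2-M2 (probe 10450880), an MHC class Ib gene (1.96-fold). Without WT AOM/DSS replicate 1 the least WT increases were 1.69-fold, 1.06-fold and 1.98-fold: on that array Mt4 was at 2.86, against 0.03 and 0.10 on the other two WT arrays, and Cpa3 at 2.53, against 0.12 and 1.17. Of the genes named on the array, 443 probes were above and 672 below on all 6 arrays; the least change was 2-fold or more in both genotypes for 2 of the former and 24 of the latter (0 and 25 without WT AOM/DSS replicate 1). The water means, moved to the 12-array median, differed from those of the paper's S1a Table. The median absolute difference was 0.0869 log2 units for TSP-1-/- water and 0.109 for WT water. Since array set and treatment coincide, no adjusted test of treated against untreated TSP-1-/- colons is given here.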

In comparing treated TSP-1^-/-^ to treated WT, 183 genes were differentially expressed. 

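Treated TSP-1-/- colons differed from treated WT colons at 802 probes, 500 higher and 302 lower (9327 had an unadjusted p under 0.05). Gatm (probe 10487011), which makes the creatine precursor, rose by log2 2.32 (adjusted p = 0.00328), and Alb (probe 10523062), serum albumin, by log2 2.79 (adjusted p = 0.00448), both whichever array was left out. Among the lower genes, Ugt2b5 (probe 10531057), a glucuronosyltransferase, fell by log2 3.23 (9.36-fold, adjusted p = 0.0276, 0.0588 and 0.105 without WT AOM/DSS replicates 2 and 3, 0.0522 and 0.0754 without TSP-1-/- AOM/DSS replicates 1 and 3). Riiad1 (probe 10499988), which encodes a protein kinase A anchoring domain, fell by log2 2.05 (adjusted p = 0.00987) whichever array was left out. The number called depends on single arrays: without WT AOM/DSS replicates 1, 2 and 3 it was 1341, 401 and 104, without TSP-1-/- AOM/DSS replicates 2 and 3 it was 1402 and 170, and without WT water replicates 1 and 2 it was 498 and 528. The array values of TSP-1-/- AOM/DSS replicate 3 had the widest spread (SD 0.753, against 0.293 to 0.453 on the other 11 arrays). It also depends on scaling: the median probe differed by 0.127 between the genotypes, by 0.0519 with each array centred and by 0.0179 after quantile normalization of the 12 arrays again, which called 183 (78 higher, 105 lower). With each array centred, 396 of the 810 called probes were higher. With only the 2 groups of this comparison, 6 probes were called: Cxcr2, Rfx4, Krt36 (a hair keratin), Atp6v0d2 and Cemip (a hyaluronan-degrading protein) higher, and Gm14207 lower; Krt36 and Cemip were chosen after their values were seen.

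**Figure D1:**
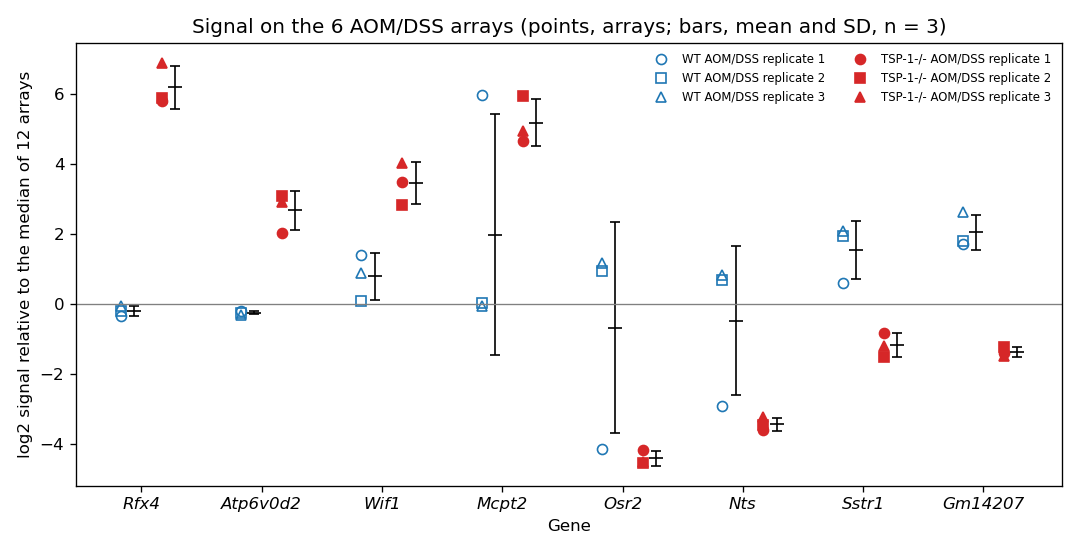
Log2 values relative to the 12-array median on the 6 AOM/DSS arrays, for Rfx4, Atp6v0d2, Wif1, Mcpt2, Osr2, Nts, Sstr1 and Gm14207. Open blue symbols are WT mice and filled red symbols TSP-1-/- mice (circle, square and triangle: replicates 1, 2 and 3, n = 3 each); black bars give mean and SD. Mcpt2 was not called (adjusted p = 0.0942).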

At a fold-change cutoff of > = 5.0, for the four pairwise comparison, 42 genes showed increased expression and 19 showed lowered transcript levels (p-value < 0.05), as shown in the heatmap (Fig 3). 

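Strong differences between treated TSP-1-/- and WT colons ran both ways. Past 5-fold, 97 probes were called in this comparison, 77 higher and 20 lower in TSP-1-/-. The balance depends on scaling and on 1 array: 8 were higher and 4 lower after quantile normalization again, 25 and 26 after quantile normalization within each array set, and 113 and 94 without WT AOM/DSS replicate 1. Slc7a11 (probe 10498024), the cystine importer that feeds glutathione synthesis, rose 8.20-fold (adjusted p = 0.0319) and Hkdc1 (probe 10369567), a hexokinase-like glycolytic enzyme, was 8.24-fold lower (adjusted p = 0.0190). Neither was called without WT AOM/DSS replicate 3 (adjusted p = 0.121 and 0.0786) or TSP-1-/- AOM/DSS replicate 3 (0.0893 and 0.0581). Slc7a11 was also not called without WT AOM/DSS replicate 2 (0.0647). It fell under 5-fold after quantile normalization again (3.25-fold) and within each array set (4.08-fold). The fold changes of Hkdc1 were then -6.95 and -7.88. The count past 5-fold was 207, 49 and 27 without WT AOM/DSS replicates 1, 2 and 3, and 205 and 38 without TSP-1-/- AOM/DSS replicates 2 and 3. The water pair had 0 calls with limma (288 of 28815 probes at an unadjusted p under 0.05), and the pairs of AOM/DSS against water were not tested this way, so a total over the 4 pairs is not given.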

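The transcription factor gene Rfx4 (probe 10365384) was near its 12-array median in every treated WT colon (mean -0.19 ± 0.14, SD, n = 3) and at 6.19 ± 0.60 in treated TSP-1-/- colons, a difference of log2 6.38 (83.3-fold, adjusted p = 1.46e-07). Its TSP-1-/- values were 5.80, 5.87 and 6.88. It was called in every alternative, at log2 3.94 after quantile normalization again and 4.78 after quantile normalization within each array set. Osr2 (probe 10423654), a zinc finger transcription factor of connective tissue and limb development, fell by log2 3.73 (adjusted p = 0.0492, SE 1.05). It was uniform in the TSP-1-/- colons (-4.40 ± 0.20, SD, n = 3) and spread in WT (-0.67 ± 3.00, SD, n = 3, replicates -4.13, 0.94 and 1.19). Osr2 was called without WT AOM/DSS replicate 1 and with no other array left out. Its adjusted p was 0.0567 to 0.0683 without any 1 of the 6 water arrays (WT and TSP-1-/- replicates 1, 2 and 3), 0.106 and 0.175 without WT AOM/DSS replicates 2 and 3, and 0.0786, 0.0696 and 0.121 without TSP-1-/- AOM/DSS replicates 1, 2 and 3. WT AOM/DSS replicate 1 also stood with the TSP-1-/- arrays at the position genes Hoxb6 (-3.44, against 1.28 and 0.98 on the other two WT arrays and -2.60, -3.25 and -3.43 in TSP-1-/-) and Hoxd4 (-3.08, against 0.32 and 0.11, and -2.87, -2.61 and -2.60).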

Rfx4 (regulatory factor X, 4) and Osr2 (odd-skipped related 2) showed the highest differential expression in the treated groups, TSP-1^-/-^ vs. WT, with Rfx4 expression enhanced by FC = 83.3 and Osr2 expression reduced by FC = 13.3 (S1 Table). In addition, two down-regulated genes were uniquely found in the TSP-1^-/-^mice when compared to WT (in both treated and untreated pairs): Somatostatin receptor 1 (Sstr1) and Predicted gene 14207 (Gm14207) (Table 1).

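The receptor gene Sstr1 (probe 10395889), through which somatostatin restrains secretion and cell growth, fell by log2 2.72 in treated TSP-1-/- colons (6.59-fold, adjusted p = 0.00415, WT 1.55 ± 0.83, TSP-1-/- -1.17 ± 0.34, SD, n = 3). Gm14207 (probe 10486201), a predicted gene without an assigned function, was lower by a log2 difference of -3.41 (10.7-fold, adjusted p = 0.00438, WT 2.05 ± 0.50, TSP-1-/- -1.36 ± 0.13, SD, n = 3). Scaling moves the sizes: the log2 differences were -3.76 and -4.63 after quantile normalization again, and -4.39 and -5.42 within each array set. Both calls held whichever array was left out, and Gm14207 was also called with only the 2 groups of the comparison (adjusted p = 0.0121), where the adjusted p of Sstr1 was 0.0883. In the water pair the differences were log2 -0.93 for Sstr1 (limma unadjusted p = 0.0185) and -1.26 for Gm14207 (unadjusted p = 0.0125), and neither was called there in any of 22 settings. With limma 0 probes were called lower in both pairs, and 0 were called at all in the water pair (288 at an unadjusted p under 0.05). The paper used an analysis of variance with a 2-fold filter between conditions, so the missing calls come from an unlike test.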

**Fig 3:**
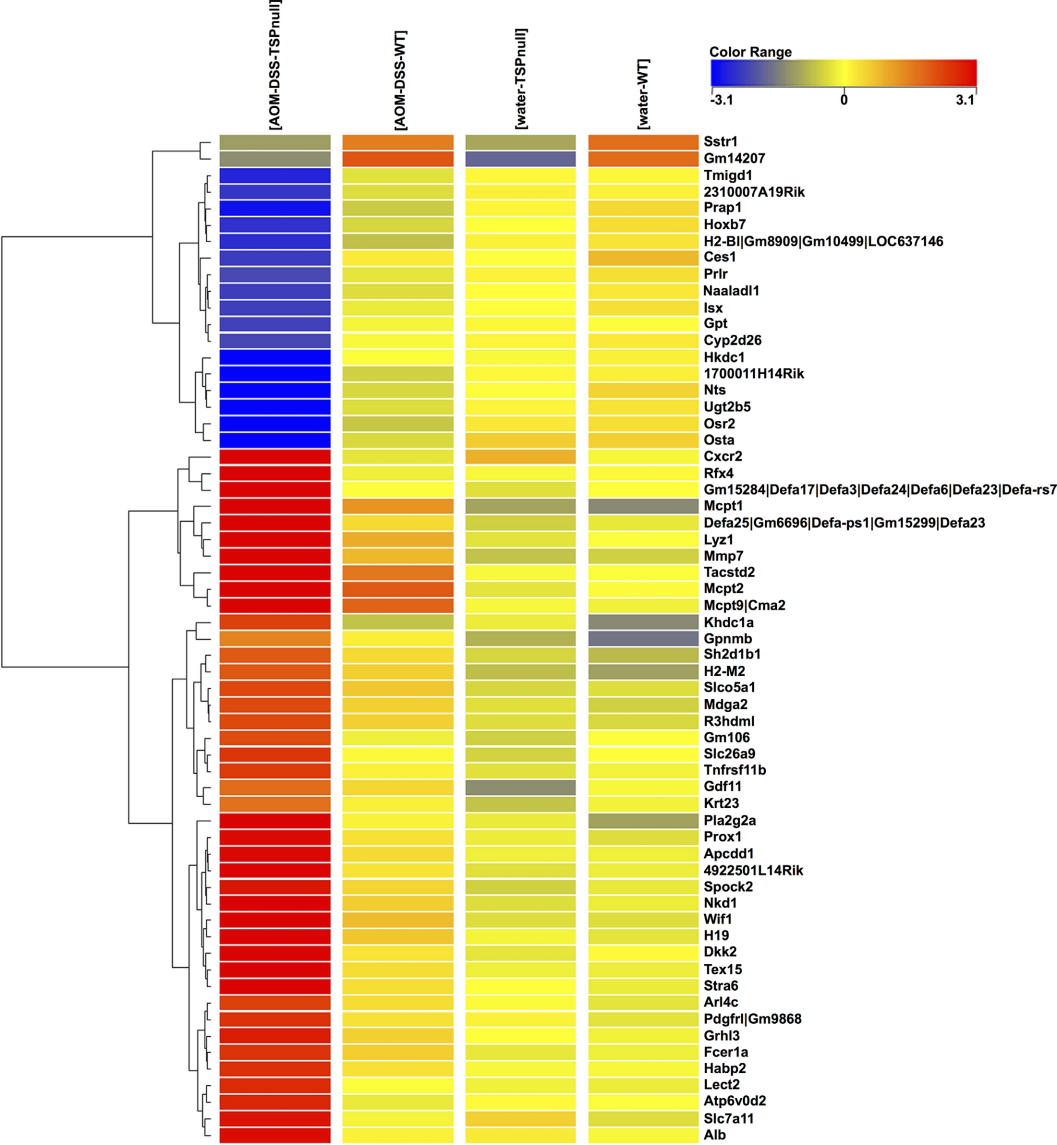
Heatmap of the 61 highly deregulated genes in the AOM-DSS treated mice. A fold-change cutoff of > = 2.0 was used and 342 differentially expressed genes in the treated (tumors) vs. untreated TSP-1^-/-^ (colonic tissue) were detected. In comparing TSP-1^-/-^ to WT tumors, 183 genes were differentially expressed. At a fold-change cutoff of > = 5.0, for the four pairwise comparison, 42 genes showed increased expression and 19 showed lowered transcript levels (p-value < 0.05). Rfx4 (regulatory factor X, 4) and Osr2 (odd-skipped related 2) showed the highest differential expression in the treated groups, TSP-1^-/-^ vs. WT, with Rfx4 expression enhanced by FC = 83.3 and Osr2 expression reduced by FC = 13.3. Transcripts from inhibitors of the Wnt signaling pathway such as WIF1 and Apcdd1 were upregulated in TSP-1^-/-^ tumors. Conversely, transcripts with known neuroendocrine-related functions such as SSTR2 and NST were downregulated in TSP-1^-/-^ tumors.

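Several inhibitors and target genes of the canonical Wnt pathway were higher in treated TSP-1-/- than in treated WT colons. Of 21 such genes, 12 were called higher and 0 lower (12 adjusted over the list alone, median log2 difference 1.24, adjusted p = 1.03e-07, adjusted p = 0.425 with an estimated correlation), and 20 of the 21 were higher. Apcdd1 (probe 10456184), a membrane protein that binds Wnt ligands and blocks signaling, rose from 0.44 ± 0.89 to 3.01 ± 0.32 (SD, n = 3, log2 2.58, 5.97-fold, adjusted p = 0.00672) and was called whichever array was left out. Nkd1 (probe 10573779), a feedback inhibitor that binds Dishevelled, rose by log2 2.55 (adjusted p = 0.0135), also whichever array was left out. Notum (probe 10393904), an extracellular enzyme that inactivates Wnt ligands, rose by log2 2.68 (adjusted p = 0.0157) and Lef1 (probe 10496091), which activates Wnt target genes, by log2 2.82 (adjusted p = 0.0169); without WT AOM/DSS replicate 3 these were 0.0670 and 0.0703. After quantile normalization again Apcdd1 (log2 1.07) and Nkd1 (log2 0.90, 1.87-fold) were not called. WT AOM/DSS replicate 1 had a list median of 0.65, against -0.05 and -0.27 on the other two WT arrays and 1.20, 1.07 and 1.51 on the TSP-1-/- arrays.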

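Enteroendocrine transcripts were lower in treated TSP-1-/- colons, including the somatostatin receptor that the legend names. Sstr2 (probe 10382341), a second receptor for somatostatin, fell by log2 1.03 (2.04-fold, adjusted p = 0.0408, WT 0.54 ± 0.36, TSP-1-/- -0.49 ± 0.62, SD, n = 3). Its call did not hold without WT water replicates 1, 2 or 3 (adjusted p = 0.0627, 0.0578 and 0.0580), TSP-1-/- water replicates 1 or 2 (0.0555 and 0.0562), WT AOM/DSS replicates 2 or 3 (0.0615 and 0.150), or TSP-1-/- AOM/DSS replicates 2 or 3 (0.0735 and 0.123). Sst (probe 10438730), the somatostatin hormone itself, fell by log2 1.93 (adjusted p = 0.0184, 0.0758 without WT and 0.0573 without TSP-1-/- AOM/DSS replicate 3). Of 19 enteroendocrine genes, 0 were called higher and 10 lower (12 lower adjusted over the list alone, median -1.22, adjusted p = 1.56e-09, adjusted p = 0.425 with an estimated correlation). Of 10 somatostatin and neurotensin genes, 4 were called lower (4 adjusted over the list alone, median -0.40, adjusted p = 0.0131, adjusted p = 0.425 with an estimated correlation). On WT AOM/DSS replicate 1 the enteroendocrine list had a median of -0.17, against 0.40 and 0.42 on the other two WT arrays and -0.70, -0.58 and -1.64 on the TSP-1-/- arrays.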

**Table 1:** The highly deregulated genes, up-regulated (left column) and down-regulated (right column), in the TSP-1 deficient mice after AOM-DSS treatment are categorized according to molecular function/ontology, below. Numbers in brackets represent fold-change: first value refers to fold-change in the comparison between treated TSP-1^-/-^ vs water-TSP-1^-/-^; second value refers to fold-change comparing treated TSP-1^-/-^ vs treated WT, p<0.05).

Up-regulated genes	Down-regulated genes
Integral to membrane	Integral to membrane
• *Tacstd2* [96.0] [29.5]	• *Tmigd1* [-6.9] [5.1]
Transcription regulation	Transcription regulation
• *Rfx4* [77.1] [83.3]	• *Hoxb7* [-5.8] [-4.2]
	• *Isx* [-5.0] [-4.3]
Transport // receptor activity	Transporter activity
• *Atp6v0d2* [6.1] [7.6]	• *Osta* [-22.0] [10.7]
• *Slc7a11* [5.1] [8.2]	Neuropeptide hormone activity//blood vessel size regulation
• *Stra6* [10.8] [8.3]	• *Nts* [-10.5] [-7.8]
Defense response to bacterium	Glycolysis // hexokinase / phosphotransferase activity
• *Defa17* [53.1] [42.4]	• *Ugt2b5* [-13.4] [-9.4]
• *Defa25* [37.3] [19.1]	• *Hkdc1* [-8.0] [-8.2]
• *Lyz1* [21.7] [8.9]	cAMP-dependent protein kinase regulator activity
Proteolysis	• *2310007A19Rik* [-6.2] [-4.1]
• *Mcpt1* [49.2] [9.5]	Transaminase activity // pyridoxal phosphate binding
• *Mcpt2* [45.1] [9.2]	• *Gpt* [-5.3] [-4.6]
• *Cma2* [35.8] [9.1]	Extracellular component
• *Mmp7* [29.7] [10.0]	• *Prap1* [-8.2] [-4.9]
Negative regulation of epithelial cell proliferation	Positive regulation of cell proliferation
• *Pla2g2a* [14.3] [10.8]	• *Osr2* [-25.4] [-13.3]
• *H19* [10.9] [6.3]	Hydrolase activity
G-protein coupled signaling	• *Ces1* [-5.2] [-6.2]
• *Cxcr2* [10.3] [23.9]	Signal transduction
Apoptosis	• *Sstr1* [–––] [-6.6]
• *Khdc1a* [5.8] [8.3]	Protection from natural killer cell mediated cytoxicity
Negative regulation of Wnt signaling	• *H2-Bl* [-6.8] [-3.6]
• *Wif1* [14.4] [6.3]	(No biological data available)
• *Dkk2* [12.0] [7.8]	• *Gm14207* [–––] [-10.7]
• *Nkd1* [11.5] [5.8]	• *1700011H14Rik* [-10.3] [-6.7]

AOM-DSS treatment did not affect the expression of the tumor suppressor p53 and oncogenes associated with CRC such as Jun and c-Myc. It is worth noting that TSP-1 was differentially expressed in TSP-1 deficient mice; these mice still have the gene but it contains a targeted mutation in exons 2–3 and intron 3. They are not strictly knockout mice but the protein-product is not produced.

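The immediate-early transcription factor gene Jun and the growth regulator gene Myc showed no call between treated TSP-1-/- and WT colons. Jun (probe 10514466) differed by log2 0.19 (adjusted p = 0.402, WT -0.08 ± 0.20, TSP-1-/- 0.11 ± 0.08, SD, n = 3) and Myc (probe 10424400) by log2 0.39 (adjusted p = 0.328, WT -0.07 ± 0.51, TSP-1-/- 0.33 ± 0.14, SD, n = 3). Against water, set across separately normalized arrays, Jun was estimated 1.16-fold higher in TSP-1-/- and 1.01-fold lower in WT, and Myc 1.47-fold and 1.31-fold higher. Of the 6 AOM/DSS arrays, 4 lay above the 12-array median for Jun and 5 for Myc, so neither separates from the water arrays. Of 11 p53 target genes, 0 were called higher and 0 lower with limma (0 adjusted over the list alone, median 0.13, adjusted p = 0.967). A missing call with 3 arrays per group does not show that the levels are equal.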

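Thbs1, the gene of TSP-1, was higher by mean in treated mutant than in treated WT colons, without a call. Thbs1 (probe 10474700) was at 0.01 ± 0.23 in treated WT and 0.86 ± 0.06 in treated TSP-1-/- colons (SD, n = 3), a difference of log2 0.85 (1.80-fold, adjusted p = 0.0730) that was not called. Its WT values were 0.27, -0.16 and -0.07 and its TSP-1-/- values 0.81, 0.85 and 0.93. Without TSP-1-/- water replicate 1 its adjusted p was 0.0463, at the same 1.80-fold; over the alternatives the log2 difference lay between 0.58 and 0.98. In the water pair the difference was log2 0.24 (limma unadjusted p = 0.422). Against water, set across separately normalized arrays, Thbs1 was estimated 2.04-fold higher in TSP-1-/- and 1.33-fold higher in WT, with 4 of the 6 AOM/DSS arrays above the 12-array median. The array gives 1 level for the whole transcript, which cannot tell mutant from intact RNA.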

Two members of the Ras oncogene family, Rab18 and Rab39b, were slightly up regulated (fold change of 2.1 and 2.2, respectively) in the AOM-DSS-TSP-1^-/-^ vs. water-TSP-1^-/-^ pair (S1 Table). 

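Rab18 and Rab39b encode small GTPases of vesicle traffic, and neither differed by a call between treated TSP-1-/- and WT colons. Rab18 has 2 probes on the array: the one that the S1a Table lists (10453715) was estimated 1.99-fold above water in TSP-1-/- colons and 1.12-fold in WT, and the other (10453705) 1.09-fold below water in TSP-1-/-. Rab39b (probe 10605431) was estimated 1.77-fold above water in TSP-1-/- and 1.19-fold in WT; all of these are set across separately normalized arrays. Between genotypes the Rab18 probes differed by log2 0.58 (adjusted p = 0.107) and -0.29 (adjusted p = 0.146), and Rab39b by log2 0.07 (adjusted p = 0.849). Of 8 Ras family genes chosen from the study, which are not independent evidence, 1 was called higher (Rhoj, 1 adjusted over the list alone, median 0.22, adjusted p = 0.225). The paper calls both increases slight.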

RAS protein activator like 2 (Rasal2) and ras homolog gene family, member J (RhoJ) showed a two-fold increase in expression in the pairwise comparisons of AOM-DSS-TSP-1^-/-^ vs. water-TSP-1^-/-^ and AOM-DSS-TSP-1^-/-^ vs. AOM-DSS-WT (S1 Table).A comparison of the gene expression profiles of the WT mice, treated vs water, is presented in S2 Table.

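Of 2 genes of Ras family signaling, 1 was called higher in treated TSP-1-/- colons and the other lay just under the 2-fold minimum. Rhoj (probe 10396476), a small GTPase of endothelial cells, rose by log2 1.01 (2.02-fold, adjusted p = 0.0293, WT -0.18 ± 0.42, TSP-1-/- 0.83 ± 0.06, SD, n = 3). Rasal2 (probe 10359235), a GTPase activator that switches Ras off, differed by log2 0.98 (1.97-fold, adjusted p = 0.0247, WT 0.05 ± 0.42, TSP-1-/- 1.02 ± 0.11, SD, n = 3) and was called without WT AOM/DSS replicate 1 only (log2 1.20). Rhoj was not called without WT AOM/DSS replicates 2 or 3 (adjusted p = 0.0622 and 0.106) or TSP-1-/- AOM/DSS replicates 1 or 3 (0.0555 and 0.0781). Against water, set across separately normalized arrays, Rasal2 was estimated 2.33-fold and Rhoj 2.00-fold higher in TSP-1-/-. The paper states the 2-fold increase without a reasoning.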

The expression of microRNAs was also analyzed in this study (S3 Table). 10 miRNAs were significantly down-regulated in all AOM-DSS treated mice, both TSP-1^-/-^ and WT. 

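Most of the microRNA probes that the study lists lay below the water arrays in every treated colon, in both genotypes. Of the 18 in the S3 Table, which the study chose on these arrays, 16 had all 6 AOM/DSS arrays below all 6 water arrays (exact permutation p = 0.00216 each, n = 6 and 6). Mir10b had 1 AOM/DSS array above the median, and Mirlet7f-1, a member of the let-7 family that restrains growth, had all 6 above. By estimates set across separately normalized arrays, 5 of the 18 were at least 2-fold lower in both genotypes (7 in TSP-1-/-, 11 in WT); the paper's S3 Table gives 10 in both. Across all 308 microRNA probes 39 (12.7%) were below on every array, against 1159 of 28853 probes overall.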

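Mir125b-2 (probe 10436604), a microRNA that targets p53 pathway genes, lay below all 6 water arrays in every treated colon (exact permutation p = 0.00216, n = 6 and 6), with a least decrease of 1.87-fold in TSP-1-/- and 1.80-fold in WT. Its estimated decrease, set across separately normalized arrays, was 2.08-fold and 1.87-fold. Mir1-1 (read by the Mir1a-1 probe), which restrains muscle and tumor cell growth, and Mir141, a regulator of epithelial identity, lay below in the same way. Affymetrix probes of this kind read precursor or host transcripts of microRNA genes, not the mature strands.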

The differentially regulated miRNAs include Mir1-1, Mir125b-2 and Mir141, which have well-known roles in cancer development.

### Validation of transcripts involved in key pathways of inflammation and cancer

The expression of the proteins from some transcripts involved in mechanisms related with inflammation and cancer was examined using IHC. One of the proteins analyzed was PLA2g2. This protein has a critical role in inflammation and oxidative stress. PLA2g2 immunostaining of these tumors showed a differential localization in glands of WT tumors (Fig 4A). However this protein seemed to be more diffusely expressed in the glands and stroma of TSP-1^-/-^ tumors (Fig 4B).

**Fig 4:**
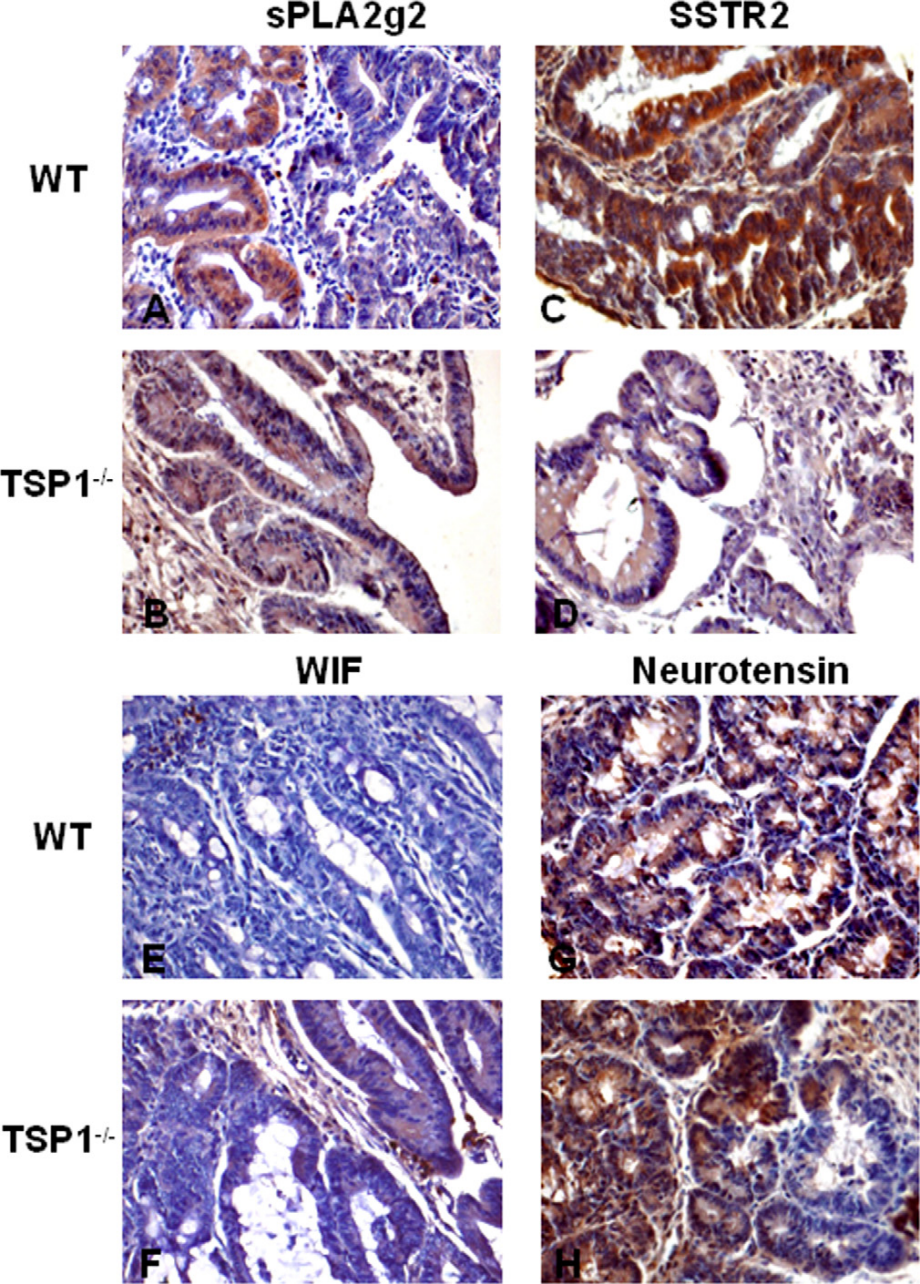
Validation of transcripts involved in inflammation and cancer by IHC. The expression of some transcripts involved in epithelial proliferation and the immune response was examined by IHC. PLA2g2 immunostaining of these tumors showed a focal localization in glands of WT tumors (A). This same protein was diffusely expressed in the glands and stroma of TSP-1^-/-^ tumors (B). SSTR2 was intensely expressed in WT tumors (C) while the staining in TSP-1^-/-^ lesions was rather light or even negative (D). WIF1 was focally located in the lamina propria of WT cancers (E). Cytoplasmic staining was detected in isolated foci of cells in malignant glands in TSP-1^-/-^ tumors (F). Neurotensin (NTS) was predominantly localized in the malignant epithelial cells. While WT tumors showed intense and diffuse staining (G), some of the tumors developed in TSP-1^-/-^ showed focal areas lacking NTS staining (H).

SSTR2, a G-protein coupled receptor for somatostatin is an inhibitory hormone produced by immune and neuroendocrine cells [26] It is also expressed in several types of cancers, including prostate cancer and leukemia [27], [28]. SSTR2 was intensely expressed in WT tumors (Fig 4C) while the staining in TSP-1^-/-^ tumors was low or negative (Fig 4D). WIF1 is a protein encoded by the Wif gene that contains a WNT inhibitory factor. WIF1 was focally located in the lamina propria of WT cancers (Fig 4E). Cytoplasmic staining was detected in isolated malignant cells in TSP-1^-/-^ tumors (Fig 4F). Neurotensin (NTS) is a protein present in the central nervous system and intestine. High expression of neurotensin and its receptor has been detected in human and mouse colitic tissues [29]. NTS activates the growth of colon cancers and it has an important role in inflammation [30] [31] [32]. Though this transcript was significantly downregulated in TSP-1 deficient tumors (Fig 3), still these same lesions displayed increased proliferation. However, high proliferation in tumors could be solely promoted by a vigorous angiogenic response [33]. 

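Neurotensin, the gut peptide encoded by Nts (probe 10372139), was lower in each of the 3 treated TSP-1-/- colons than in each of the 3 treated WT colons. The fall was log2 2.96 (7.76-fold, SE 0.74, adjusted p = 0.0381), from WT values of -2.91, 0.68 and 0.82 to TSP-1-/- values of -3.59, -3.46 and -3.22. Nts was called with 3 of the 12 arrays left out in turn. Its adjusted p was 0.0552, 0.0547 and 0.0517 without WT water replicates 1, 2 and 3, 0.0523 and 0.0542 without TSP-1-/- water replicates 1 and 2, 0.0802 and 0.141 without WT AOM/DSS replicates 2 and 3, and 0.0701 and 0.0888 without TSP-1-/- AOM/DSS replicates 1 and 3. WT AOM/DSS replicate 1, low for Nts, was the WT array that stood with the TSP-1-/- arrays at Hoxb13, a gene of the most distal colon (0.43, against -6.33 and -5.89 on the other two WT arrays, and 0.78, -0.06 and 0.06 in TSP-1-/-). The proliferation gene Pcna, a DNA replication clamp, differed by log2 -0.04 between the treated genotypes (adjusted p = 0.871), and with WT AOM/DSS replicate 1 left out by 0.05. The paper counted PCNA-positive nuclei in fully developed polypoid tumors, which a transcript level in colon RNA does not test.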

NTS expression in TSP-1 deficient tumors was predominantly localized in the malignant epithelial cells (Fig 4G). While WT tumors displayed intense and diffuse staining (Fig 4G), tumors developed in TSP-1^-/-^ colons showed focal areas negative for NTS staining (Fig 4H).

## Discussion

Numerous studies have emphasized the role of TSP-1 in cancer and metastasis. TSP-1 has anti-angiogenic properties by inducing apoptosis in endothelial cells [34]. By activating TGFß1, TSP-1 has key functions in inflammation and consequently in carcinogenesis [35]. However, TSP-1 might promote the attachment of cells to the extracellular matrix, favoring the migration of cancer cells [36]. These functions would explain the pro-tumor effects in some human cancers and animal models [37].

TSP-1 might act in different ways by interacting with multiple proteins through its several domains, thus activating different signaling pathways. Our results in this study indicate that overall tumor burden induced by the mutational action of the carcinogen AOM is significantly diminished in TSP-1 deficient colons. Areas of coalescent tumors were observed in WT colons. It has been reported that the knockdown of B-RafV600E, a mutant form of the gene BRAF, resulted in TSP-1 down-regulation in human thyroid cancer cells with a significant reduction of adhesion and migration/invasion of these cells in tumors [9].

We reported that Apc^Min^ mice with a deficiency in TSP-1 had higher numbers of polyps than controls [14]. However, Apc^Min^ mice have a mutation in the APC gene, which is rarely seen in dysplastic mucosa and neoplasias developed due colitis [38].In addition, early genomic damage by AOM in the colonic mucosa seems to be mediated through the p53 pathway [39]. Studies in the AOM/DSS model indicate that p53 is not actually mutated in these tumors but unable to activate or repress transcription [40]. Loss of p53 has been correlated to TSP-1 silencing in ovarian carcinoma, bladder cancer, glioma, prostate cancer, and renal cell carcinoma but not in gastric carcinoma [41]. In colon cancers, p53 seems to regulate TSP-1 by a posttranscriptional mechanism that involves miRNA-194 [13]. Conversely, the p53 tumor suppressor gene activates the promoter of TSP-1 [42]. TSP-1 might have a role in the nongenetic inhibition of p53 in the AOM/DSS model. Studies using mice with a deficiency in both p53 and TSP-1, resulted in fewer osteosarcomas, suggesting a strong association between these genes [5]. TSP-1 might facilitate the evasion of the pro-apoptotic mechanisms mediated by p53 in colonic cells.

The results shown herein are quite different from those observed in previous studies evaluating the roles of TSP-1 in experimental colitis. TSP-1-deficient mice displayed increased dysplasia and early cancers after multiple cycles of DSS only without AOM treatment [24]. The mutagenic effects of AOM might work by different mechanisms from the ones induced by DSS alone. As an example, mutations within codons 33 and 34 of the ß catenin gene are induced by AOM, while the mutagenic effects of DSS target codon 32 [43]. Alterations in iNOS have been detected in the AOM/DSS model, but they seem to be most likely a consequence of DSS exposure [43]. TGFß1 inhibitory mechanisms may fully function in a normal colon exposed to DSS only. AOM tumors have been reported to have defective TGFß1 activation [44]. We hypothesize that the lack of TSP-1, a major activator of this growth factor, could deplete even more the pool of active TGFß1, thus favoring AOM-induced carcinogenesis.

As tumors continue growing, the angiogenic switch is turned on inducing the formation of new blood vessels for the surveillance of proliferating malignant cells. In this study, AOM/DSS induced tumors developed in TSP-1^-/-^ colons showed higher numbers of blood microvessels and proliferation indexes despite the overall decrease in tumor burden. Similar paradoxical results showing enhanced angiogenesis with decreased tumor load have been previously reported [45]. In xenografted prostatic tumors, TSP-1 inhibited angiogenesis but it was a potent stimulator of prostate tumor cell migration [46]. In addition, the angiogenic switch might occur at later stages during the carcinogenesis process. Our results indicate that TSP-1 does not prevent AOM-tumor initiation but it could significantly delay the angiogenic switch that will promote further proliferation and metastasis. AOM tumors displayed higher numbers of PCNA positive cells in the absence of TSP-1, suggesting higher rates of proliferation. Therefore, bigger tumors would be expected. In fact, TSP-1^-/-^ tumors were usually polypoid lesions while WT displayed small and flat growing lesions. TSP-1 might enhance the migration of tumor cells and favor tumor expansion in WT tumors. As a result, WT tumors would coalesce as they grow and expand, explaining the highest tumor/colonic area index in WT colons. Spreading and migration of tumor cells could actually occur even if they display a low to moderate mitotic index. However, tumors that develop in the TSP-1 deficient colons could potentially be more malignant. In this study’s results, TSP-1 does not protect against AOM mutagenesis but it could considerably delay the angiogenic switch and further proliferation. It is possible that these AOM-induced tumors could become actual cancers at a more late stage. Further studies evaluating this model at different time points might better elucidate these paradoxical findings.

A novel contribution of this study is the detection of transcripts dysregulated by the lack of TSP-1 in the AOM/DSS model. Transcripts such as WIF1 and phospholipase A2 have been detected in gene microarray studies using this same model, validating the data herein [20]. WIF1 is increased 14.4 fold in TSP-1^-/-^ tumors compared with TSP-1^-/-^ normal colonic tissue and 6.3 times when compared with the WT tumors. In addition, a strong correlation has been found between the expression of this protein and the severity of the inflammation in biopsies from patients suffering from ulcerative colitis (manuscript in preparation). 

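Wif1 encodes a secreted protein that binds and holds Wnt ligands. With the values as deposited it was the Wnt inhibitor with the largest rise in treated TSP-1-/- colons after Notum and Dkk2. This rank depends on scaling: after quantile normalization again Wif1 (1.85-fold) lay below Nkd1 (1.87-fold). Wif1 (probe 10366653) was at 0.80 ± 0.66 in treated WT and 3.45 ± 0.60 in treated TSP-1-/- colons (SD, n = 3), a rise of log2 2.66 (6.30-fold, adjusted p = 0.00362), called whichever array was left out. All 6 treated colons lay above all 6 water colons (exact permutation p = 0.00216, n = 6 and 6), and the group means lay above water by at least log2 3.55 in TSP-1-/- and 0.89 in WT. The estimate set across separately normalized arrays was 12.9-fold in TSP-1-/- and 2.30-fold in WT, and the difference between these responses was log2 2.49 (adjusted p = 0.121). With only the 2 treated groups the adjusted p was 0.0939, after quantile normalization again 0.159 (log2 0.89) and within each array set 0.0881. The paper states both folds and names a human colitis study for the protein.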

The transcription factor Rfx4, a highly upregulated transcript in TSP-1 deficient tumors, is believed to affect critical pathways in cancer such as WNT signaling [47].

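Rfx4 was raised in the treated TSP-1-/- colons and near its median in the treated WT colons. Its treatment response differed between the genotypes by log2 6.39 (adjusted p = 8.03e-06), and the water pair differed by log2 -0.01. This call was lost with trend and robust variances (adjusted p = 0.236) and held in the other alternatives run. The trend follows the mean value of each probe. These values are relative and hold no absolute signal, so that setting cannot decide the call. Set across separately normalized arrays, Rfx4 was estimated 73.3-fold above water in TSP-1-/- colons and 1.15-fold below water in WT. Atp6v0d2 was the other gene whose response differed (log2 2.99, adjusted p = 0.0115). It was not called with the replicate block (adjusted p = 0.0594), the unmoderated test (0.159), trend and robust variances (0.199), quantile normalization again (0.111) or within each array set (0.0722), nor without WT water replicate 1 (0.0667), TSP-1-/- water replicate 2 (0.0651) or WT AOM/DSS replicate 3 (0.0756). In this test 4431 of 28815 probes had an unadjusted p under 0.05. The paper cites a link of Rfx4 to WNT signaling; of the 21 Wnt genes 0 were called in this test, with a median log2 response difference of 1.29 (camera adjusted p = 1.14e-08, adjusted p = 0.450 with an estimated correlation).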

TSP-1 interacts with a variety of growth factors and tumor suppressor genes such as p53, proteoglycans and TGFß signaling pathways. 

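Osr2 was low in 1 of the 3 treated WT colons as well: replicate 1 lay at position 0.95 on a scale from the mean of the other two WT arrays (0) to the TSP-1-/- mean (1). The treatment response of Osr2 differed between the genotypes by log2 -3.68 (adjusted p = 0.286), and the water pair differed by log2 -0.05. Over 30 probes of Hox genes, which mark position along the colon, this same array differed from the other two WT arrays by a median absolute log2 value of 1.75. Mcpt2 (probe 10415438), a mast cell protease, showed the same array past the TSP-1-/- mean (position 1.15). Estimated against water across separately normalized arrays, Osr2 had a fold change of -25.4 in TSP-1-/- and -1.98 in WT. The WT fold change rests on WT AOM/DSS replicate 1, where Osr2 was at -4.13, against 0.94 and 1.19 on replicates 2 and 3.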

One of the transcripts dysregulated in our study, is Osr2, known to be a regulator of epithelial-mesenchymal interactions, tissue development and proliferation [48]. By interacting with TGFß, Osr2 reduces cell migration while stimulating cell-cycle progression. Osr2/TGFß axis induces these effects by activating the Smad3-ATF2 transcriptional complex [49].

In colonic samples from patients with IBD-related CRC, neurotensin (NTS) and its receptor NTSR1 were found to be significantly higher in epithelial cells when compared to cells of healthy tissues [50] [51]. The NTS/NTSR1 signaling pathway is involved in regulating tumorigenesis in colitis-associated dysplasia [31}{51][32]. 

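No fall was called for the neurotensin receptor: Ntsr1, the main growth-promoting receptor, differed by log2 -0.22 between treated TSP-1-/- and WT colons and was not called. Against water, set across separately normalized arrays, Nts (probe 10372139) had a fold change of -10.9 in TSP-1-/- and -1.83 in WT colons. The difference between these responses was log2 -2.58 (adjusted p = 0.290), and the water pair differed by log2 -0.38. The WT fold change rests on WT AOM/DSS replicate 1, where Nts was at -2.91, against 0.68 and 0.82 on replicates 2 and 3. Other hormone genes fell as well: Sct (probe 10569129), which encodes secretin, by log2 2.29 (adjusted p = 0.0267) and Tph1 (probe 10563570), the serotonin-making enzyme of enterochromaffin cells, by log2 2.09 (adjusted p = 0.0283). Without WT AOM/DSS replicates 2 and 3 and TSP-1-/- AOM/DSS replicate 3 their adjusted p was 0.0566, 0.102 and 0.0792 for Sct and 0.0611, 0.11 and 0.0784 for Tph1. The paper proposes, from fewer tumors and lower Nts together, a role of neurotensin in colonic carcinogenesis, and adds that its receptor axis promotes proliferation.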

The fact that this transcript is downregulated in TSP-1 deficient colons, which showed fewer tumors, seems to validate NTS as an important regulator of colonic carcinogenesis. However, the axis NTS/NTSR1 is a promoter of proliferation. Our studies show that these same tumors displayed higher PCNA indexes. Early *in vitro* and *in vivo* studies with squamous cell carcinomas demonstrated that TSP-1 certainly reduces proliferation and tumor growth, but these effects are indirect and a consequence of the inhibition of angiogenesis [33]. Without the inhibition of TSP-1, expression of angiogenic growth factors such as VEGF will induce a vigorous angiogenic response, promoting tumor proliferation. 

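Pla2g2a, a secreted phospholipase with antibacterial activity, was higher by mean in treated TSP-1-/- than WT colons and was not called. Pla2g2a (probe 10509584) was at 0.16 ± 2.79 in WT and 3.60 ± 0.30 in TSP-1-/- (SD, n = 3), a difference of log2 3.44 (adjusted p = 0.0539, SE 1.01). Its WT values were 3.17, -2.34 and -0.34 and its TSP-1-/- values 3.27, 3.86 and 3.68; without WT AOM/DSS replicate 1 it was called at log2 4.94, and with the variability filter at log2 3.44. Set across separately normalized arrays it was estimated 12.6-fold above water in TSP-1-/- and 1.90-fold in WT. The Paneth cell list to which such antibacterial genes belong had 3 of 9 genes called higher (5 adjusted over the list alone). Its median log2 difference was 2.85 (adjusted p = 0.0705). The list medians were 1.89, -0.29 and -0.13 on WT AOM/DSS replicates 1, 2 and 3. On TSP-1-/- AOM/DSS replicates 1, 2 and 3 they were 1.01, 3.48 and 3.68, with replicate 1 below WT replicate 1. The paper's Discussion states a decrease.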

Another transcript significantly downregulated was PLA2G2. Plasma levels of this phospholipase are increased in several malignancies [52]. Furthermore, decreased plasma levels of PLA2G2 are correlated with longer survival in patients with cancers. The reduced tumor burden in TSP-1^-/-^ mice might be partly due to the deregulation of these transcripts.

TSP-1 interacts with proteins implicated in proliferation, DNA repair and transcriptional regulation such as PRMT6 (protein arginine methyltransferase 6). This protein associates with the TSP-1 promoter and represses the transcription of TSP-1 by regulating the methylation of histones [53]. Oncogenes such as Myc down-regulate TSP-1 [54] [55]. A Myc-activated microRNA cluster has been reported as one of the mechanisms by which this oncogene represses TSP-1 expression [56]. Src [57] and Jun [58] have also been shown to repress the transcription of TSP-1. TSP-1 gene is hypermethylated in several cancers [59] and aberrant methylation of several tumor suppressor genes has been detected in the AOM model [60].

Increasing evidence indicates that TSP-1 functions are closely regulated by miRNAs [61]. This study shows significant changes in 18 miRNAs. These RNAs are quite important in regulating transcription and posttranscriptional mechanisms. One of these miRNAs is miR-141, which is downregulated in AOM/DSS treated TSP-1^-/-^. This miRNA has been found up-regulated in nasopharyngeal and ovarian carcinomas [62] [63]. 

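Of the 18 microRNA genes of the S3 Table, 16 lay lower on all 6 AOM/DSS arrays than on the water arrays. Mirlet7f-1 lay higher on all 6, and Mir10b did not separate. Treatment and array set cannot be told apart here, and no call was made between genotypes. Of the 18, 0 were called between treated TSP-1-/- and WT colons with limma (0 adjusted over the list alone, median log2 difference 0.07, adjusted p = 0.967); the lowest adjusted p was 0.0794, for Mir29a, which targets collagen transcripts. The largest difference among them was log2 0.40. Outside this list, Mir130a (probe 10484461), a microRNA of endothelial growth, was higher in TSP-1-/- by log2 1.16 (adjusted p = 0.0137) and Mir16-1 (probe 10420666), which targets cell cycle genes, by log2 1.08 (adjusted p = 0.0211, 0.0844 without WT and 0.0580 without TSP-1-/- AOM/DSS replicate 3).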

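Mir141, of the epithelial miR-200 family, lay below all 6 water arrays in every treated colon, WT and TSP-1-/- alike (exact permutation p = 0.00216, n = 6 and 6). The least decrease was 2.24-fold in TSP-1-/- and 2.16-fold in WT, and the estimates set across separately normalized arrays were 2.40-fold and 2.38-fold; the paper's S3 Table gives -2.46 and -2.58. Between the treated genotypes it was not called.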

The presence of miR141 in prostate and colorectal cancers has also been correlated with metastasis and poor prognosis. Another down-regulated miRNA detected by the gene microarray analyses is miR-1. miR-1 is upregulated in human rabdomyosarcomas but downregulated in colorectal cancer [64], [63]. 

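Among named probes that lay below the water arrays on every treated array, Mir1a-1 had the largest least decrease, taken as the smaller of the 2 genotypes. Its least decrease was 3.00-fold in TSP-1-/- and 3.06-fold in WT colons (exact permutation p = 0.00216, n = 6 and 6), and its estimates across separately normalized arrays 3.23-fold and 3.47-fold, against -3.32 and -3.24 in the paper's S3 Table. Of 12 smooth muscle genes, which share a tissue with this microRNA, 0 were called between treated genotypes with limma (0 adjusted over the list alone). Their median log2 difference was -0.47 (adjusted p = 0.00135, adjusted p = 0.474 with an estimated correlation). Myl9, Mylk, Smtn and Synpo2 were lowest on TSP-1-/- AOM/DSS replicate 3 (-1.21, -1.03, -1.11 and -1.41). They were at -0.64, -0.38, -0.39 and -0.93 on replicate 1 and at 0.01, 0.00, 0.13 and -0.06 on replicate 2.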

Long non-coded RNAs (lncRNAs) seem to play an important role in cancer as clinical studies show that they are indicators of poor prognosis and metastasis in several human cancers [65]. The lncRNA H19 is induced by c-Myc favoring the development of breast and lung cancers [66]. In addition, lncRNA H19 inhibits RB in human colorectal cancers [64].

In conclusion, this study describes for the first time the growth pattern, morphological changes, angiogenesis and proliferation status of tumors lacking TSP-1. Furthermore, the transcript profile of these tumors reveals the deregulated expression of novel genes that could explain the controversial roles of TSP-1 in cancers and inflammation.

## Supporting Information

S1 Table Differentially expressed genes in the AOM-DSS treated TSP-null mice. List of genes differentially expressed in the AOM-DSS treated TSP-null mice and the controls with a fold change of ≥ 2 and a p value of <0.05.
(XLS) Click here for additional data file.

S2 Table Upregulated genes in the AOM-DSS treated WT mice vs. water treated WT mice. List of genes in the AOM-DSS treated WT mice vs. water treated with a fold changes of >2.2 and a p value cut off <0.05
(XLS) Click here for additional data file.

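Single-gene probes for the S2 Table genes moved to the side that the study lists, in arrays that the study used to choose them. Of 10 increased genes with 1 probe, 10 were estimated above water in WT and 4 had all 6 treated arrays above (H2-M2, Sh2d1b1, Wif1 and Kcnk10, a potassium channel); of 14 decreased genes, 14 were estimated below and 13 had all 6 below. The exception, Camk2b, a calcium-dependent kinase, had 3 of the 6 treated arrays above its median. These 5 genes were chosen after their values were seen.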

S3 Table Differentially expressed miRNAs (18) in the AOM-DSS treated TSP-1 null mice. The p value cut off for this list was <0.05 for miRNAs differentially expressed at a fold change of >2.0.
(XLS) Click here for additional data file.

## References

[1] KazerounianS, DuquetteM, ReyesM, LawlerJ, SongK, PerruzziC, et al Priming of the vascular endothelial growth factor signaling pathway by thrombospondin-1, CD-36, and spleen tyrosine kinase. Blood. 2011; 117: 4658–4666. 10.1182/blood-2010-09-305284 21378271PMC3099580

[2] PrimoL, FerrandiC, RocaC, MarchiòS, di BlasioL, AlessioM, et al Identification of CD36 molecular features required for its in vitro angiostatic activity. Faseb j. 2005; 19: 1713–1715 1603709810.1096/fj.05-3697fje

[3] ChuL, RamakrishnanD, SilversteinR. Thrombospondin-1 modulates VEGF signaling via CD36 by recruiting SHP-1 to VEGFR2 complex in microvascular endothelial cells. Blood. 2013; 122: 1822–1832. 2389641110.1182/blood-2013-01-482315PMC3765061

[4] IsenbergJ, Martin-MansoG, MaxhimerJ, RobertsDD. Regulation of nitric oxide signalling by thrombospondin 1: implications for anti-angiogenic therapies. Nat Rev Cancer. 2009; 9: 182–194. 10.1038/nrc2561 19194382PMC2796182

[5] LawlerJ, MiaoW, DuquetteM, BouckN, BronsonR, HynesR Thrombospondin-1 gene expression affects survival and tumor spectrum of p53-deficient mice. Am J Pathol. 2001; 159: 1949–1956. 1169645610.1016/S0002-9440(10)63042-8PMC1867067

[6] BaekKH, BhangD, ZaslavskyA, WangLC, VachaniA, KimCF, et al Thrombospondin-1 mediates oncogenic Ras-induced senescence in premalignant lung tumors. J Clin Invest. 2013; 123: 4375–4389 10.1172/JCI67465 24018559PMC3784530

[7] CrawfordSE, StellmachV, Murphy-UllrichJE, RibeiroSM, LawlerJ, HynesRO, et al Thrombospondin-1 is a major activator of TGF-beta1 in vivo. Cell. 1989; 93: 1159–1170. 965714910.1016/s0092-8674(00)81460-9

[8] NicosiaRF, TuszynskiG. Matrix-bound thrombospondin promotes angiogenesis in vitro. J Cell Biol. 1994; 124: 183–193 750749110.1083/jcb.124.1.183PMC2119887

[9] NuceraC, PorrelloA, AntonelloZA, MekelM, NehsMA, GiordanoTJ, et al B-Raf(V600E) and thrombospondin-1 promote thyroid cancer progression. Proc Natl Acad Sci U S A. 2010; 107: 10649–10654 10.1073/pnas.1004934107 20498063PMC2890809

[10] MiyataY, SakaiH. Thrombospondin-1 in urological cancer: pathological role, clinical significance, and therapeutic prospects. Int J Mol Sci. 2013; 14: 12249–12272 10.3390/ijms140612249 23749112PMC3709784

[11] YoshidaY, OshikaY, FukushimaY, TokunagaT, HatanakaH, KijimaH, et al Expression of angiostatic factors in colorectal cancer. Int J Oncol. 1999; 15: 1221–1225 1056883110.3892/ijo.15.6.1221

[12] MiyanagaK, KatoY, NakamuraT, MatsumuraM, AmayaH, HoriuchiT, et al Expression and role of thrombospondin-1 in colorectal cancer. Anticancer Res. 2002; 22: 3941–3948 12553016

[13] SundaramP, HultineS, SmithLM, DewsM, FoxJL, BiyashevD, et al p53-responsive miR-194 inhibits thrombospondin-1 and promotes angiogenesis in colon cancers. Cancer Res. 2011; 71: 7490–7501. 10.1158/0008-5472 22028325PMC3242824

[14] GutierrezL, SuckowM, LawlerJ, PloplisV, CastellinoFJ. Thrombospondin 1 a regulator of adenoma growth an carcinoma progression in the ApcMin/+ mouse model. Carcinogenesis. 2003; 24: 199–207. 1258416810.1093/carcin/24.2.199

[15] ChidlowJ, LangstonW, GreerJ, OstaninD, AbdelbaqiM, HoughtonJ, et al Differential angiogenic regulation of experimental colitis. Am J Pathol. 2006; 169: 2014–2030. 1714866510.2353/ajpath.2006.051021PMC1762465

[16] AlkimC, SakizD, AlkimH, LivaogluA, KendirT, DemirsoyH, et al Thrombospondin-1 and VEGF in inflammatory bowel disease. Libyan J Med. 2012; 7 10.3402/ljm.v7i0.8942 PMC326988422299021

[17] AbrahamC, ChoJ. Inflammatory Bowel Disease. N Engl J Med 2009; 361;(21):2066–78. 10.1056/NEJMra0804647 19923578PMC3491806

[18] De RobertisM, MassiE, PoetaML, CarottiS, MoriniS, CecchetelliL, et al The AOM/DSS murine model for the study of colon carcinogenesis: From pathways to diagnosis and therapy studies. J Carcinog. 2011; 10: 9 10.4103/1477-3163.78279 21483655PMC3072657

[19] GaoY, LiX, YangM, ZhaoQ, LiuX, WangG, et al Colitis-accelerated colorectal cancer and metabolic dysregulation in a mouse model. Carcinogenesis. 2013; 34: 1861–1869. 2361539610.1093/carcin/bgt135

[20] SuzukiR, MiyamotoS, YasuiY, SugieS, TanakaT. Global gene expression analysis of the mouse colonic mucosa treated with azoxymethane and dextran sodium sulfate. BMC Cancer. 2007; 7: 84 1750690810.1186/1471-2407-7-84PMC1890554

[21] YasuiY, TanakaT. Protein expression analysis of inflammation-related colon carcinogenesis. J Carcinog. 2009; 8: 9 10.4103/1477-3163.51851 19491504PMC2699605

[22] MojicaW, HawthornL Normal colon epithelium: a dataset for the analysis of gene expression and alternative splicing events in colon disease. BMC Genomics. 2010; 11: 5 10.1186/1471-2164-1111-1185 20047688PMC2823691

[23] PunekarS, ZakS, KalterVG, DobranskyL, PunekarI, LawlerJW, et al Thrombospondin 1 and its mimetic peptide ABT-510 decrease angiogenesis and inflammation in a murine model of inflammatory bowel disease. Pathobiology. 2008; 75: 9–21. 000113790 10.1159/000113790 18334835

[24] ZakS, TrevenJ, NashN, GutierrezLS. Lack of thrombospondin-1 increases angiogenesis in a model of chronic inflammatory bowel disease. Int J Colorectal Dis. 2008; 23: 297–304. 1804392810.1007/s00384-007-0397-5

[25] Lopez-DeeZ, ChitturSV, PatelB, StantonR, WakeleyM, LippertB, et al Thrombospondin-1 type 1 repeats in a model of inflammatory bowel disease: transcript profile and therapeutic effects. PLoS One. 2012; 7: 10.1371/journal.pone.0034590 PMC331800322509329

[26] PatelY Somatostatin and its receptor family. Front Neuroendocrinol. 1999; 20: 157–198. 10.1006/frne.1999.0183 10433861

[27] ReubiJ, WaserB, SchaerJ, MarkwalderR. Somatostatin receptors in human prostate and prostate cancer. Clin Endocrinol Metab. 1995; 80: 2806–2814 10.1210/jcem.80.9.76734287673428

[28] TalmeT, IvanoffJ, HagglundM, Van NeervenRJ, IvanoffA, SundqvistK. Somatostatin receptor (SSTR) expression and function in normal and leukaemic T-cells. Evidence for selective effects on adhesion to extracellular matrix components via SSTR2 and/or 3. Clin Exp Immunol. 2001; 125: 71–79. cei1577 1147242810.1046/j.1365-2249.2001.01577.xPMC1906108

[29] LawIK, PothoulakisC. MicroRNA-133alpha regulates neurotensin-associated colonic inflammation in colonic epithelial cells and experimental colitis. RNA Dis. 2015; 2:10.14800/rd.472PMC444141326005712

[30] MüllerK, TveteraasI, AasrumM, ØdegårdJ, DawoodM, DajaniO, et al Role of protein kinase C and epidermal growth factor receptor signalling in growth stimulation by neurotensin in colon carcinoma cells. BMC Cancer. 2011; 11: 421 2196172610.1186/1471-2407-11-421PMC3196723

[31] BugniJM, RabadiLA, JubbalK, KaragiannidesI, LawsonG, PothoulakisC. The neurotensin receptor-1 promotes tumor development in a sporadic but not an inflammation-associated mouse model of colon cancer. Int J Cancer. 2015; 130: 1798–1805. 10.1002/ijc.26208 PMC328832721630261

[32] TasutaM, IishiH, BabaM, TaniguchiH. Enhancement by neurotensin of experimental carcinogenesis induced in rat colon by azoxymethane. Br J Cancer. 1990; 62: 368–371 220694410.1038/bjc.1990.299PMC1971434

[33] StreitM, VelascoP, BrownLF, SkobeM, RichardL, RiccardiL, et al Overexpression of thrombospondin-1 decreases angiogenesis and inhibits the growth of human cutaneous squamous cell carcinomas. Am J Pathol. 1999; 155: 441–452. 1043393710.1016/S0002-9440(10)65140-1PMC1866855

[34] JimenezB, VolpertO, CrawfordS, FebbraioM, SilversteinR, BouckN. Signal leading to apoptosis-dependent inhibition of neovascularization by thrombospondin-1. Nat Med. 2000; 6(1): 41–48. 1061382210.1038/71517

[35] Lopez-DeeZ, PidcockK, GutierrezLS. Thrombospondin-1: multiple paths to inflammation. Mediators Inflamm. 2011; 10.1155/2011/296069 21765615PMC3134184

[36] YeeKO, ConnollyCM, DuquetteM, KazerounianS, WashingtonR, LawlerJ. The effect of thrombospondin-1 on breast cancer metastasis Breast Cancer Res Treat. 2009 114: 85–96 10.1007/s10549-008-9992-6 18409060PMC2631620

[37] TuszynskiGP, GasicTB, RothmanVL, KnudsenKA, GasicGJ. Thrombospondin, a potentiator of tumor cell metastasis. Cancer Res. 1987; 47: 4130–4133 3607754

[38] AustDE, TerdimanJP, WillenbucherRF, ChewK, FerrellL, FlorendoC, et al Altered distribution of beta-catenin, and its binding proteins E-cadherin and APC, in ulcerative colitis-related colorectal cancers. Mod Pathol. 2001; 14: 29–39. 10.1038/modpathol.3880253 11211307

[39] KerrCA, HinesBM, ShawJM, DunneR, BraggLM, ClarkeJ, et al Genomic homeostasis is dysregulated in favour of apoptosis in the colonic epithelium of the azoxymethane treated rat. BMC Physiol. 2013; 13:10.1186/1472-6793-13-2PMC356110323343511

[40] NambiarPR, GiardinaC, GudaK, AizuW, RajaR, RosenbergDW Role of the alternating reading frame (P19)-p53 pathway in an in vivo murine colon tumor model. Cancer Res. 2002; 62: 3667–3674. 12097273

[41] OueN, MatsumuraS, NakayamaH, KitadaiY, TaniyamaK, MatsusakiK, et al Reduced expression of the TSP1 gene and its association with promoter hypermethylation in gastric carcinoma. Oncology. 2003; 64: 423–429 1275954110.1159/000070302

[42] DameronKM, VolpertOV, TainskyMA, BouckN. Control of angiogenesis in fibroblasts by p53 regulation of thrombospondin-1. Science. 1994; 265: 1582–1584. 752153910.1126/science.7521539

[43] TanakaT, SuzukiR, KohnoH, SugieS, TakahashiM, WakabayashiK. Colonic adenocarcinomas rapidly induced by the combined treatment with 2-amino-1-methyl-6-phenylimidazo[4,5-b]pyridine and dextran sodium sulfate in male ICR mice possess beta-catenin gene mutations and increases immunoreactivity for beta-catenin, cyclooxygenase-2 and inducible nitric oxide synthase. Carcinogenesis. 2005; 26: 229–238 1545902110.1093/carcin/bgh292

[44] GudaK, ClaffeyKP, DongM, NambiarPR, RosenbergDW. Defective processing of the transforming growth factor-beta1 in azoxymethane-induced mouse colon tumors. Mol Carcinog. 2003; 37: 51–59. 1272030010.1002/mc.10120

[45] Noguera-TroiseI, DalyC, PapadopoulosNJ, CoetzeeS, BolandP, GaleNW, et al Blockade of Dll4 inhibits tumour growth by promoting non-productive angiogenesis. Nature. 2006; 444: 1032–1037. 1718331310.1038/nature05355

[46] FirlejV, MathieuJR, GilbertC, LemonnierL, NakhleJ, Gallou-KabaniC, et al Thrombospondin-1 triggers cell migration and development of advanced prostate tumors. Cancer Res. 2011; 71: 7649–7658. 10.1158/0008-5472.CAN-7611-0833 22037878

[47] ZhangD, ZeldinDC, BlackshearPJ. Regulatory factor X4 variant 3: a transcription factor involved in brain development and disease. J Neurosci Res. 2007; 85: 3515–3522. 10.1002/jnr.21356 17510980PMC2367213

[48] LanY, OvittCE, ChoES, MaltbyKM, WangQ, JiangR. Odd-skipped related 2 (Osr2) encodes a key intrinsic regulator of secondary palate growth and morphogenesis. Development. 2004; 131: 3207–3216. 10.1242/dev.01175 15175245

[49] KawaiS, AmanoA Negative regulation of Odd-skipped related 2 by TGF-beta achieves the induction of cellular migration and the arrest of cell cycle. Biochem Biophys Res Commun. 2012; 421: 696–700. 2254293710.1016/j.bbrc.2012.04.064

[50] BossardC, SouazeF, JarryA, BezieauS, MosnierJF, ForgezP, et al Over-expression of neurotensin high-affinity receptor 1 (NTS1) in relation with its ligand neurotensin (NT) and nuclear beta-catenin in inflammatory bowel disease-related oncogenesis. Peptides. 2007; 28: 2030–2035. 1787020710.1016/j.peptides.2007.06.030

[51] GuiX, LiuS, YanY, GaoZ. Neurotensin receptor 1 overexpression in inflammatory bowel diseases and colitis-associated neoplasia. World J Gastroenterol. 2013; 19: 4504–4510. 2390122510.3748/wjg.v19.i28.4504PMC3725374

[52] MenschikowskiM, HagelgansA, SchulerU, FroeschkeS, RosnerA, SiegertG. Plasma levels of phospholipase A2-IIA in patients with different types of malignancies: prognosis and association with inflammatory and coagulation biomarkers. Pathol Oncol Res. 2013; 19: 839–846 10.1007/s12253-013-9652-y 23722320

[53] Michaud-LevesqueJ, RichardS Thrombospondin-1 is a transcriptional repression target of PRMT6. J Biol Chem. 2009; 284: 21338–21346. 1950929310.1074/jbc.M109.005322PMC2755858

[54] ZhouL, PicardD, RaYS, LiM, NorthcottPA, HuY, et al Silencing of thrombospondin-1 is critical for myc-induced metastatic phenotypes in medulloblastoma. Cancer Res. 2010; 70: 8199–8210. 2087679710.1158/0008-5472.CAN-09-4562

[55] KaurS, Soto-PantojaDR, SteinEV, LiuC, ElkahlounAG, PendrakML, et al Thrombospondin-1 signaling through CD47 inhibits self-renewal by regulating c-Myc and other stem cell transcription factors. Sci Rep. 2013; 3: 10.1038/srep01673 PMC362811323591719

[56] DewsM, HomayouniA, YuD, MurphyD, SevignaniC, WentzelE, et al Augmentation of tumor angiogenesis by a Myc-activated microRNA cluster. Nat Genet. 2006; 38: 1060–1065. 10.1038/ng1855 16878133PMC2669546

[57] SlackJL, BornsteinP. Transformation by v-src causes transient induction followed by repression of mouse thrombospondin-1. Cell Growth Differ. 1994; 5: 1373–1380 7696186

[58] DejongV, DegeorgesA, FilleurS, Ait-Si-AliS, MettouchiA, BornsteinP, et al The Wilms' tumor gene product represses the transcription of thrombospondin 1 in response to overexpression of c-Jun. Oncogene. 1999; 18: 3143–3151. 10.1038/sj.onc.1202654 10340386

[59] LiQ, AhujaN, BurgerPC, IssaJP. Methylation and silencing of the Thrombospondin-1 promoter in human cancer. Oncogene. 1999; 18: 3284–3289. 10.1038/sj.onc.1202663 10359534

[60] BorinsteinSC, ConerlyM, DzieciatkowskiS, BiswasS, WashingtonMK, TrobridgeP, et al Aberrant DNA methylation occurs in colon neoplasms arising in the azoxymethane colon cancer model. Mol Carcinog. 2010; 49: 94–103. 10.1002/mc.20581 19777566PMC2875385

[61] DogarAM, SemplicioG, GuennewigB, HallJ. Multiple microRNAs derived from chemically synthesized precursors regulate thrombospondin 1 expression. Nucleic Acid Ther. 2014; 24: 149–159. 10.1089/nat.2013.0467 24444023PMC3962651

[62] LuoZ, ZhangL, LiZ, LiX, LiG, YuH, et al An in silico analysis of dynamic changes in microRNA expression profiles in stepwise development of nasopharyngeal carcinoma. BMC Med Genomics. 2012; 19: 3.10.1186/1755-8794-5-3PMC329304522260379

[63] ChengH, ZhangL, CogdellDE, ZhengH, SchetterAJ, NykterM, et al Circulating plasma MiR-141 is a novel biomarker for metastatic colon cancer and predicts poor prognosis. PLoS One. 2011; 6: e17745 2144523210.1371/journal.pone.0017745PMC3060165

[64] FurukawaS, KawasakiY, MiyamotoM, HiyoshiM, KitayamaJ, AkiyamaT. The miR-1-NOTCH3-Asef pathway is important for colorectal tumor cell migration. PLoS One. 2013; 8: e80609 2424470110.1371/journal.pone.0080609PMC3823710

[65] DerrienT, JohnsonR, BussottiG, TanzerA, DjebaliS, TilgnerH, et al The GENCODE v7 catalog of human long noncoding RNAs: analysis of their gene structure, evolution, and expression. Genome Res. 2012; 22: 1775–1789. 2295598810.1101/gr.132159.111PMC3431493

[66] Barsyte-LovejoyD, LauSK, BoutrosPC, KhosraviF, JurisicaI, AndrulisIL, et al The c-Myc oncogene directly induces the H19 noncoding RNA by allele-specific binding to potentiate tumorigenesis. Cancer Res. 2006; 66: 5330–5337. 1670745910.1158/0008-5472.CAN-06-0037

How the deposited data were processed for this re-analysis (not part of the article)

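The values are log2 values that the authors made with PLIER16 and quantile normalization, and they were used as deposited, relative to a per-probe baseline. The paper gives this baseline as the median of all 12 samples. It holds for the 6 AOM/DSS arrays, where all 377 genes read from the S1a Table match exactly 1 probe within 0.0001, and not for the 6 water arrays, where 0 of the 377 match. No value was log transformed again, and no pseudocount was used.

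The array holds 28853 probes, of which 21789 have 1 gene symbol, 1621 several and 5443 none; 28815 have values on all 12 arrays. Genes were named only from probes with 1 symbol. Gene positions and neighbours come from the mouse assembly GRCm38.p6. The labels call the 3 arrays of each group biological replicates, so the p-values measure the spread between mice. The fit to all 12 arrays pools this spread over both array sets, although it was unequal. The median pooled SD was 0.241 on the AOM/DSS arrays and 0.169 on the water arrays.

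Genotypes were compared with limma on all 12 arrays, with 1 mean per group and moderated variances, within the AOM/DSS arrays, within the water arrays, and as the difference of these 2 differences. A probe was called at a Benjamini-Hochberg adjusted p under 0.05 and at least a 2-fold difference. The paper's adjusted p and its fold minimum are the same, and its test is an analysis of variance after 2 filters. The filter on the lowest 20% of signals could not be applied, since relative values hold no absolute signal, and a stricter form of it was therefore not run. The filter on variability within groups was run as an alternative.

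AOM/DSS was not tested against water with limma, since the 2 array sets are on different baselines, so the calls planned for those pairs and the microRNAs called in both genotypes are not given. In their place, 2 measures were added after the values were seen. The median test counts, per probe, the AOM/DSS arrays above the 12-array median. When all 6 or 0 of 6 are above, the 12 arrays separate completely, with an exact 2-sided p of 0.00216 from 924 splits. The re-based estimate moves the water arrays of each probe by 1 offset so that the median of the 12 arrays is 0. Over the genes of the S1a Table its AOM/DSS minus water differences correlate with those of the table at 0.991 in TSP-1-/- and 0.963 in WT, and 97.1% and 95.2% of its water means lie within 0.5 log2 units of the table's. The AOM/DSS means are the same on both sides, which raises these correlations. An offset cancels in TSP-1-/- water minus WT water, which correlates with the table at 0.767. The water values thus differ from the table by more than 1 offset per probe.

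Gene lists were tested with camera in limma on gene-level means, with a preset correlation of 0.01 between genes, and again with the correlation estimated from the data. The 42 lists cover the gene classes of the article (Wnt pathway, Ras family, neuroendocrine, defense and metabolism genes, microRNAs, thrombospondins), cell types of the colon and its surroundings, position along the gut, and reference and ribosomal genes. Called counts come from the fit over 28853 probes, where a gene with several probes counts when all of them are called the same way. Counts over the list alone come from gene-level means adjusted within the list, with the same 2-fold minimum. Table 1 is counted by probes. No list passes with an estimated correlation in any of the 3 comparisons (lowest adjusted p 0.425, 0.338 and 0.450).

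The named genes are, by a rule set in advance, the 10 called probes with the largest rise and the 10 with the largest fall in each comparison (with 1 symbol and no overlap between the groups), every gene that the paper names for its own data, up to 4 members of each list, and Thbs1, Jun, Myc, Sstr2, Plvap, Pecam1 and Pcna. The comparisons, lists, naming rule and alternatives were fixed before the data were examined, except for the measures stated as added. Values in the paper's own tables had been read by then.

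The method was tried on simulated arrays of 28853 probes with 100 probes changed at each size. With all 12 arrays it called 90% of the probes changed by log2 1.5 and 97% of those changed by log2 3, and 20 unchanged probes. With only the 2 groups of the comparison these were 70%, 96% and 5.

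Trp53 and H19 were not analysed here, and 1 other gene of Table 1 is counted but not reported here. Software: R 4.3.3, limma 3.58.1, Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.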

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

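The tests for a mislabelled array, for another stretch of colon, for weak signals and for DNA of the donor strain were chosen after the result was seen.

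The AOM/DSS response differed between the genotypes for Rfx4 (log2 6.39) and Atp6v0d2 (log2 2.99), by a test of the difference itself. With trend and robust variances, which cannot decide this on relative values, neither was called (adjusted p = 0.236 and 0.199). Of 100 splits of the arrays, 10 gave at least the 2 calls of the test of the difference, and the highest of the other splits gave 92. Chance is therefore not excluded for the count, and what the splits with more calls share was not tested.

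Signals in gene groups that the paper does not test as groups, although it names single genes of some, differed between treated TSP-1-/- and WT colons. The median log2 difference was 1.75 for neutrophil and monocyte genes, 1.42 for B and plasma cell genes and 1.12 for MHC class II genes (highest on TSP-1-/- AOM/DSS replicate 3, with medians of 2.50 there against 1.35 and 0.09, and 2.22 against 1.19 and 0.28), 0.86 for inflammatory cytokines and enzymes, -1.21 for drug and steroid metabolism genes and -1.66 for adipocyte genes, and in the last 2 WT AOM/DSS replicate 1 lay toward the TSP-1-/- arrays (adipocyte medians -0.995 there, 1.11 and 1.28 on the other two WT arrays and -1.66, -1.24 and -0.93 in TSP-1-/-, drug and steroid -0.32, 0.37 and 0.57, and -0.72, -0.71 and -1.78). In the water pair the neutrophil and monocyte genes differed by a median of 0.88, higher in 16 of 17 genes (camera adjusted p = 5.83e-18). The list median was -0.06 on TSP-1-/- water replicate 1, against -1.32 and -0.88 on replicates 2 and 3 and -1.43, -1.87 and -1.43 in WT. The pancreatic acinar genes were also highest on that array, at a median of 1.07. They were at -0.01 and 0.07 on TSP-1-/- water replicates 2 and 3 and at 0.02, -0.17 and 0.05 in WT. Without TSP-1-/- water replicate 1 the neutrophil and monocyte difference was 0.30 (adjusted p = 0.00538). None of these lists passed with an estimated correlation.

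WT AOM/DSS replicate 1 lies closer to the TSP-1-/- AOM/DSS arrays than the other two WT AOM/DSS arrays do. A mislabelled array was tested at 18 probes of genotype differences, where its median position between WT (0) and TSP-1-/- (1) was 0.332 (quartiles 0.142 and 0.563), which leaves this open, although Gm14207 (0.13), Spg11 (-0.10), Rfx4 and Atp6v0d2 (values of -0.34 and -0.20 on this array) lie on the side of its WT label. Less differentiated epithelium was tested with the absorptive colonocyte genes, whose median difference from the other two WT arrays was -0.14 (14 of 23 lower, quartiles -0.487 and 0.228), which also decides nothing. A piece from another stretch of the colon may explain part of it: over the Hox genes the array differed from the other two WT arrays by a median absolute value of 1.75, against at most 0.427 in 10000 random lists, and at 18 of 18 Hox genes with a 2-fold difference it lay nearer to the TSP-1-/- mean. A mislabelled array and a different epithelium stay open after these tests, and an effect of TSP-1 on where tumors or tissue pieces lie was not tested.

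MicroRNA and sensory receptor probes lie lower on all 6 AOM/DSS arrays than on all 6 water arrays more often than other probes. A shift of weak signals between the array sets could account for a part: 8.19% of the sensory receptor probes, chosen as rarely expressed genes, were lower on all 6, against 2.77% of the other named probes (Fisher p = 5.81e-20). MicroRNA probes were lower on all 6 in 12.7% (39 of 308, 95% Wilson interval 9.40% to 16.8%), above the sensory receptor probes (Fisher p = 0.0196). A change of microRNA genes beyond weak signals therefore stays possible, and since AOM/DSS and array set coincide, treatment and array set cannot be told apart for either.

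Gm14207, a neighbour of Thbs1 on chromosome 2, was lower in TSP-1-/- colons with AOM/DSS and, without a call, with water. DNA of the donor strain around the mutated gene, from the embryonic stem cells in which it was targeted, was tested as a candidate explanation: 1.04% of the probes near Thbs1 (4 of 385: Cd59a, Adal, Exd1 and Spg11) had an unadjusted p under 0.05 with the same sign in both pairs, against 0.371% elsewhere (79 of 21303, Fisher p = 0.0603). The probes near Thbs1 are too few to decide this. A biological effect of TSP-1 on Gm14207 was not tested separately and stays open.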

How the results depend on the processing

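The unmoderated test with the variability filter and the use of gene means were chosen after the values were seen. The stricter filter on low values, and all planned calls of AOM/DSS against water, were not run, since the deposited values hold no absolute signal and 2 baselines.

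The 802 calls between treated genotypes became 47 with the unmoderated test and variability filter, 6 with only the 2 groups, 183 after quantile normalization again, 381 with array weights and 2396 with no fold-change minimum. Without 1 array they ranged from 104 (WT AOM/DSS replicate 3) to 1402 (TSP-1-/- AOM/DSS replicate 2), with 1341 without WT AOM/DSS replicate 1, 401 without WT AOM/DSS replicate 2, 170 without TSP-1-/- AOM/DSS replicate 3, and 498 and 528 without WT water replicates 1 and 2. Past 5-fold there were 97, or 16 with the unmoderated test, 12 after quantile normalization again, 51 within each array set, 4 with only the 2 groups and 27 to 207 without 1 array.

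In the water pair limma called 0 (288 at an unadjusted p under 0.05), and 0 to 1 without 1 array: without WT water replicate 3, Cxcl1 was called (log2 3.50, adjusted p = 1.11e-05). For the difference of responses, 2 were called, and 7 with the variability filter, 1 with the unmoderated test, 18 after quantile normalization again, 20 after quantile normalization within each array set, 0 with trend and robust variances (4431 at an unadjusted p under 0.05 with limma), 82 with array weights and 4 with gene means. Without 1 array these ranged from 1 to 289: 289 without WT AOM/DSS replicate 1, 138, 30 and 6 without TSP-1-/- AOM/DSS replicates 2, 3 and 1, and 1 without WT water replicate 1, TSP-1-/- water replicate 2 or WT AOM/DSS replicate 3. The cause of these changes was not tested.

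With replicate number as a block, 803 were called between treated genotypes and 1 for the difference of responses. Over all groups the numbers give no uniform pairing: same-number correlations ran from -0.23 to 0.40, and 7 of 12 arrays correlated best with their own number. Between the water genotypes the same-number correlations were 0.09, 0.28 and 0.40 for replicates 1, 2 and 3. For each WT water array this was the highest with any TSP-1-/- water array, so a pairing of the water arrays is not excluded. Between the AOM/DSS genotypes they were 0.03, -0.04 and -0.02.

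Of 42 gene lists, 23 passed with AOM/DSS, 9 with water and 21 for the difference of responses. With an estimated correlation these became 0, 0 and 0, and with the rotation test fry 19, 0 and 1.

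Of 56 named values recomputed with the block, the 3 scalings, only the 2 groups (where a comparison has them) and each array left out, 53 kept their direction and 12 also their side of the threshold. Rfx4, Atp6v0d2 and Gm14207 kept their AOM/DSS calls in every alternative, while with trend and robust variances the response difference of Rfx4 was not called (adjusted p = 0.236). Rab39b reversed, from 0.07 to -0.12 after quantile normalization again, -0.00957 with centred arrays, -0.17 after quantile normalization within each array set, and -0.0838 to 0.36 without 1 array. Pcna reversed from -0.04 at both probes, with -0.15 to 0.0516 without 1 array (0.0516 without WT AOM/DSS replicate 1). The cause was not tested, and relative values leave signal over background unknown.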

Differences from the paper's values

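The number of genes that differ between treated TSP-1-/- and WT colons is the paper's 183 and 802 probes here, at the paper's stated fold and adjusted p, without its filter on low signals. The adjusted p here is that of the pair. The paper's is that of an analysis of variance, with the 2-fold filter then applied between conditions. Of the alternatives set before the data were examined, quantile normalization again (183) and leaving out TSP-1-/- AOM/DSS replicate 3 (170) fall within 1.5 times the paper's number. This compares counts only. Quantile normalization again was run on relative values and gives arrays of unequal spread the same distribution, so its equal count does not explain the paper's number. The other alternatives (variability filter 839, only the 2 groups 6, replicate block 803, centred arrays 810, quantile normalization within each array set 650, trend and robust variances 902, array weights 381, no fold-change minimum 2396 and each other array left out, 104 to 1402) do not. Of those chosen after seeing the values, neither the unmoderated test (47) nor gene means (719) does.

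Table 1 lists Tmigd1 with the paper's 5.1 and Osta with the paper's 10.7 between the treated genotypes, and the fold changes here are -5.12 and -10.7 (Osta read by the Slc51a probe). The sign differs under each of the 5 alternatives run. For Mcpt1 the paper's fold of treated over untreated TSP-1-/- colons is 49.2 and the estimate here 28.3, set across separately normalized arrays, with no alternative run.

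Table 1 also lists Pla2g2a (log2 3.44, adjusted p = 0.0539), Mcpt1 (3.25, adjusted p = 0.0810), Mcpt2 (3.19, adjusted p = 0.0942) and Hoxb7 (-2.05, adjusted p = 0.0579), which were not called here, by a test unlike the paper's. Each was called without WT AOM/DSS replicate 1 (log2 4.94, 5.00, 5.19 and -3.04), and Pla2g2a also with the variability filter. Without that array the treated genotypes also separate at position genes. Hoxb13 was at -6.33 and -5.89 on WT AOM/DSS replicates 2 and 3, and at 0.78, -0.06 and 0.06 in TSP-1-/-. Genotype and position along the colon cannot be told apart in that fit.

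The Discussion gives Pla2g2 as decreased, whereas Table 1 and the values here give an increase. Sstr1 and Gm14207 are given as lower also in untreated mice, where neither was called in any setting run (log2 -0.93 and -1.26). Since the paper's adjusted p is not that of the pair, these missing calls do not test its statement. By size alone Gm14207 passes 2-fold in the water pair and Sstr1 does not. Rasal2 is given as 2-fold increased between the treated genotypes and was 1.97-fold here, called without WT AOM/DSS replicate 1. The Thbs1 transcript is given as differing in the mutant mice, with no comparison named: between the treated genotypes it was not called in any setting run (log2 0.85), and against water in TSP-1-/-, set across separately normalized arrays, the estimate is 2.04-fold. The microRNAs given as lower in all treated mice include, by estimates set across separately normalized arrays, 5 that pass 2-fold in both genotypes. The Fig 3 legend names SSTR2 where Table 1 names Sstr1, and both were called lower here (log2 -1.03 and -2.72).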

Other observations

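No test in this part was chosen after the result was seen, except the counts against water.

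Of the 10 ways to split the 6 AOM/DSS arrays into 3 and 3, 1 gives as many calls as the real one (802, highest other 0), and of the 10 splits of the water arrays 10 do (0 with limma, 288 at an unadjusted p under 0.05, highest other 1). Both sets have too few splits for a share under 0.05.

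Between treated TSP-1-/- and WT colons, TGF-beta genes had a median log2 difference of 0.62 (17 genes, 3 called higher, 4 over the list alone, adjusted p = 0.000105), fibroblast and matrix genes 0.78 (17, 2 higher, 6, 0.000147), endothelial genes 0.51 (20, 2 higher, 2 higher and 1 lower, 0.00581), squamous genes 0.53 (16, 2 higher, 3 higher and 1 lower, 0.0131) and mast cell genes 0.85 (12, 1 higher and 1 lower, 4 higher and 1 lower, 0.00857, and 0.0564 after quantile normalization again). B and plasma cell genes (12) had 3 called higher (8 over the list alone, adjusted p = 0.0196), MHC class II genes (8) 1 (5, 0.00581), and inflammatory genes (19) 4 (6, 0.00108). Adipocyte genes (8) had 2 called lower (5, 0.000105), absorptive colonocyte genes (23) 4 lower (6, median -0.67, 4.92e-07), goblet cell genes (14) 0 (2 lower, -0.41, 0.00363), and enteric neuron genes (14) 1 lower (1, -0.37, 0.00581). Small nucleolar RNAs (51) had a median of 0.49 (1 higher and 1 lower, the same over the list alone, 0.000816), sensory receptors 0.26 (1240, 4 higher, 4, 1.89e-05) and microRNAs 0.23 (302, 4 higher, 5, 0.0227). With an estimated correlation the adjusted p of these lists was 0.425 to 0.638. The mast cell list had a median of 0.73 on WT AOM/DSS replicate 1, against -0.03 and 0.00 on WT replicates 2 and 3. On the TSP-1-/- AOM/DSS arrays the mast cell medians were 0.64, 0.73 and 1.15.

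Lists that did not pass between the treated genotypes were pancreatic acinar genes (10 genes, 0 called, median 2.22, adjusted p = 0.0770, and 0.0289 with centred arrays), mid Hox genes (18, 0 called, -0.17, 0.111), interferon genes (14, 2 higher, 0.44, 0.118), small intestinal genes (17, 1 higher and 2 lower, -0.14, 0.120), T and NK cell genes (13, 1 higher, 0.73, 0.158), thrombospondins and receptors (11, 1 higher, Thbs2 at 1.44, 0.185), reference genes (9, 0, -0.01, 0.404), ribosomal genes (16, 0, 0.01, 0.541), cell cycle genes (22, 0, 0.24, 0.480), angiogenic factors (15, 0, 0.26, 0.671), hepatocyte genes (13, 1 higher, 0.04, 0.856), genes near Thbs1 (367, 9 higher and 8 lower, 0.14, 0.967), sperm and oocyte genes (18, 0, 0.11, 0.448) and erythroid genes (2, 0, 0.33, 0.508). Posterior Hox genes (12, 0 called) had a median of 0.18 while the test ran to the lower side (adjusted p = 0.967). Single Hox genes went both ways, which these list medians do not show. Of 30, 18 differed 2-fold between the TSP-1-/- AOM/DSS mean and the mean of WT AOM/DSS replicates 2 and 3. Hoxb13 was higher and Hoxb6 lower in TSP-1-/- than on those WT arrays. For the lists with 0 calls, 9327 probes in the limma fit had an unadjusted p under 0.05.

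The vessel genes Pecam1 and Plvap differed by log2 0.80 (adjusted p = 0.0790) and 0.15 (adjusted p = 0.717) between the treated genotypes, and Vegfa by -0.58 (adjusted p = 0.0538). These transcript levels in colon RNA do not test the paper's vessel counts in tumors.

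In the water pair, with 0 calls by limma (288 at an unadjusted p under 0.05), fibroblast genes had a median of 0.25 (adjusted p = 5.08e-08) and enteroendocrine genes -0.26 (2.57e-05), whichever array was left out at an adjusted p of at most 0.00232 and 0.0368, but neither passed with an estimated correlation (0.338 and 0.507). The enteroendocrine median was -0.04 without WT water replicate 3 and -0.45 without WT water replicate 1, and the fibroblast median 0.12 without WT water replicate 2 and 0.51 without WT water replicate 3. Inflammatory genes had a median of 0.49 (adjusted p = 3.62e-10) that rests on TSP-1-/- water replicate 1: that array was at 0.14, the other two at -2.03 and -1.67 and WT at -1.95, -2.01 and -1.44, and without it the adjusted p was 0.786. Ras family genes (-0.13, adjusted p = 0.0128) did not pass without WT water replicate 3 (0.0887) or TSP-1-/- water replicate 2 (0.11). Angiogenic factors (0.06, 0.0143) did not without WT or TSP-1-/- water replicate 3 (0.0520 and 0.370). Endothelial genes (0.12, 0.0348) did not without WT water replicates 1 and 2 (0.314 and 0.736) or TSP-1-/- water replicates 2 and 3 (0.127 and 0.673). The lower Table 1 genes (-0.09, 0.0348) did not without WT water replicates 2 and 3 (0.0621 and 0.189) or TSP-1-/- water replicates 1 and 2 (0.150 and 0.172). Small nucleolar RNAs (-0.10, 0.0397) did not without WT water replicates 1 and 2 (0.124 and 0.348), TSP-1-/- water replicates 1, 2 and 3 (0.0848, 0.172 and 0.0549) or WT AOM/DSS replicate 3 (0.0687). The rotation test gave an adjusted p of 0.992.

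Several lists stood apart on TSP-1-/- AOM/DSS replicate 3: T and NK cell genes had a median of 2.65 there, against 0.30 and 0.01 on the other two TSP-1-/- arrays, B and plasma cell genes 2.50 against 1.35 and 0.09, MHC class II genes 2.22 against 1.19 and 0.28, and absorptive colonocyte genes -1.55 against -0.21 and -0.16 (0.06, 0.10 and 0.23 in WT). Goblet cell genes were also lowest on that array, at -0.66 against -0.12 and 0.13 (0.29, 0.08 and 0.00 in WT). Enteric neuron genes were at -0.64 there, against -0.20 and -0.10 (0.07, -0.07 and -0.21 in WT). Among the water arrays, Hoxb13 was at 2.48, 1.52 and -3.68 in WT and 1.70, 2.17 and -4.24 in TSP-1-/-. On the same water arrays Hoxa13 was at 0.11, 0.14 and -3.78 in WT and 0.79, 0.78 and -3.68 in TSP-1-/-.

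Against water, 103 of 1258 sensory receptor probes and 5 of 19 sperm and oocyte probes (26.3%, adjusted p = 0.00375 by Fisher's exact test) lay lower on all 6 AOM/DSS arrays.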
